# Myc-dependent dedifferentiation of Gata6^+^ epidermal cells resembles reversal of terminal differentiation

**DOI:** 10.1038/s41556-023-01234-5

**Published:** 2023-09-21

**Authors:** Miguel Bernabé-Rubio, Shahnawaz Ali, Priyanka G. Bhosale, Georgina Goss, Seyedeh Atefeh Mobasseri, Rafael Tapia-Rojo, Tong Zhu, Toru Hiratsuka, Matteo Battilocchi, Inês M. Tomás, Clarisse Ganier, Sergi Garcia-Manyes, Fiona M. Watt

**Keywords:** Skin stem cells, Cytoskeleton

## Abstract

Dedifferentiation is the process by which terminally differentiated cells acquire the properties of stem cells. During mouse skin wound healing, the differentiated Gata6-lineage positive cells of the sebaceous duct are able to dedifferentiate. Here we have integrated lineage tracing and single-cell mRNA sequencing to uncover the underlying mechanism. Gata6-lineage positive and negative epidermal stem cells in wounds are transcriptionally indistinguishable. Furthermore, in contrast to reprogramming of induced pluripotent stem cells, the same genes are expressed in the epidermal dedifferentiation and differentiation trajectories, indicating that dedifferentiation does not involve adoption of a new cell state. We demonstrate that dedifferentiation is not only induced by wounding, but also by retinoic acid treatment or mechanical expansion of the epidermis. In all three cases, dedifferentiation is dependent on the master transcription factor c-Myc. Mechanotransduction and actin-cytoskeleton remodelling are key features of dedifferentiation. Our study elucidates the molecular basis of epidermal dedifferentiation, which may be generally applicable to adult tissues.

## Abstract (web summary)

Bernabé-Rubio et al. report that dedifferentiation of Gata6^+^ epidermal cells occurs during wound healing or mechanical expansion of the epidermis through a Myc-dependent process that resembles reversal of differentiation.

## Main

Most adult tissue stem cells exhibit striking plasticity, switching from one stem cell type to another or generating additional differentiated lineages in response to injury^1–4^. Despite recent advances in single-cell technologies^5–7^, the molecular mechanisms responsible for such plasticity are not fully understood.

The process through which terminally differentiated cells revert to a less differentiated state is known as dedifferentiation. Dedifferentiation is crucial for tissue regeneration in lower vertebrates^8^. Although regeneration in mammals is more restricted, reversion of differentiated cells to stem cells after injury is reported in airway epithelium^9^, intestinal crypts^10^ and neuronal progenitors^11^.

It was previously believed that in multilayered epithelia, such as the epidermis, differentiated cells cannot revert to the stem cell state^12,13^. However, during wound healing, terminally differentiated Gata6^+^ cells dedifferentiate, acquiring the ability to self-renew and differentiate into a broad range of epidermal lineages that contribute to long-term maintenance of the interfollicular epidermis (IFE)^14^.

In this Article, we have combined lineage tracing and single-cell RNA sequencing (scRNA-seq) of Gata6^+^ cells to capture cell trajectories during dedifferentiation. We show that dedifferentiation occurs via reversal of the normal differentiation pathway and that wounding, retinoic acid (RA) treatment and mechanical expansion stimulate dedifferentiation. We identify Myc as a driver of dedifferentiation, consistent with its role in epigenetic cell reprogramming to pluripotency.

## Results

### Single cell transcriptomics of Gata6lin^+^ and lin^−^ cells

We performed scRNA-seq on genetically labelled Gata6 lineage (Gata6lin^+^) cells in wounded and unwounded skin (Fig. 1a). We crossed Gata6EGFPCreERT2 with Rosa26-fl/STOP/fl-tdTomato mice, and treated adult epidermis topically with a low concentration of 4-hydroxy-tamoxifen to selectively label differentiated Gata6-expressing cells^14^. One week later we made a 6-mm-diameter circular full-thickness wound in the back skin. Then, 6, 9 and 11 days post-injury, skin from the wound site was collected using a 4-mm-diameter circular biopsy punch to avoid contamination by non-wounded skin (Extended Data Fig. 1a). As a control, a 4-mm-diameter punch biopsy was collected from back skin distant from the wound in the same mice (day 0).

**Fig. 1:**
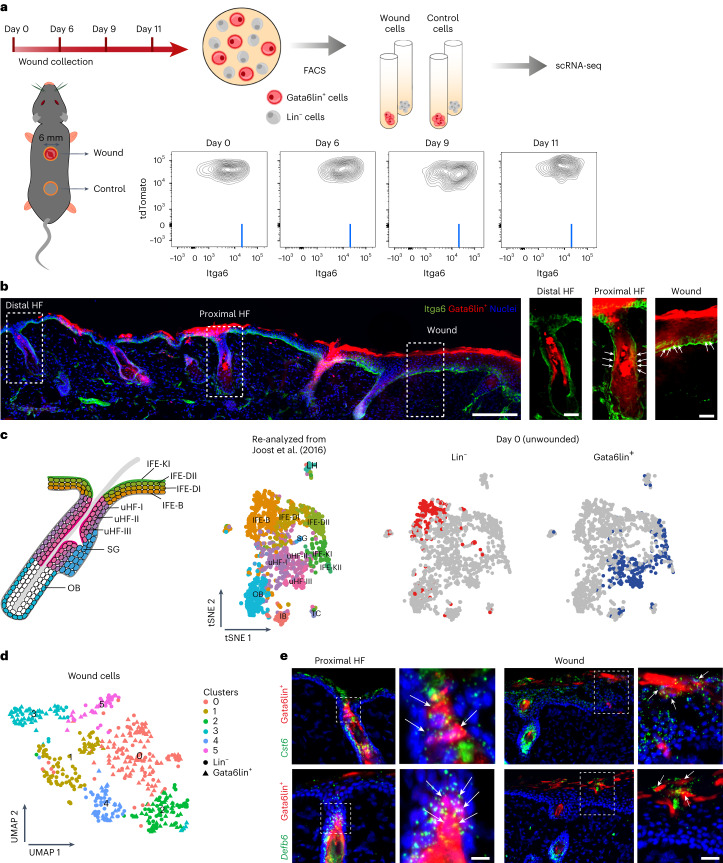
Gata6lin^+^ cells and lin^−^ cells in wounds are indistinguishable on the basis of their transcriptomes. **a**, Schematic of the experimental design (top) and representative flow cytometric plots (bottom) showing Itga6 levels in Gata6lin^+^ cells at the indicated timepoints after wounding. Light-blue lines represent gating strategy used for quantification in Extended Data Fig. 1e. **b**, Representative section of day 9 wounded skin showing tdTomato Gata6lin^+^ cells stained for Itga6 (green). Nuclei are visualized with DAPI staining (blue). Boxed regions are shown at higher magnification. White arrows indicate lin^+^ cells attached to the basement membrane. Scale bars, 200 µm (overview) and 40 µm (magnifications). *n* = 4 independent experiments. **c**, Left: schematic of location of epidermal populations in undamaged skin. Right: transcriptomes of control Gata6lin^+^ and lin^−^ epidermal cells were projected onto tSNE space re-analyzed from Joost et al. (2016)^15^. Note that Gata6lin^+^ cells mapped primarily to the uHF compartment. **d**, Gata6lin^+^ and lin^−^ cells isolated from wounds were visualized on a UMAP plot. Note that Gata6lin^+^ and lin^−^ cells were present in all six clusters. **e**, Detection of *Cst6* and *Defb6* by mRNA in situ hybridization in skin sections showing tdTomato Gata6lin^+^ cells 9 days after wounding. HFs proximal to wounds and healing IFE are shown. Boxed regions are shown at higher magnification. White arrows indicate lin^+^ cells expressing *Cst6* (top) or *Defb6* (bottom). Scale bars, 20 µm. Representative images from *n* = 3 independent experiments.

In unwounded back skin Gata6lin^+^ cells were confined to the upper hair follicle (HF) and sebaceous duct (SD). Lin^+^ cells were suprabasal; lin^+^ basal cells were undetectable (Fig. 1b and Extended Data Fig. 1b,c). On day 6 after wounding a few Gata6lin^+^ cells had exited the HF and were present in the suprabasal layers of the newly formed IFE (Extended Data Fig. 1b,c). At day 9, some Gata6lin^+^ cells in HFs expressed high levels of Itga6 and were in contact with the basement membrane (Fig. 1b and Extended Data Fig. 1b,c). In the re-epithelialized IFE, lin^+^ cells were present in the basal layer and had founded columns of differentiating, suprabasal cells (Fig. 1b).

To compare Gata6lin^+^ and lin^−^ epidermal cells, we flow sorted tdTomato^+^ and tdTomato^−^ cells from wounded and control skin (Fig. 1a and Extended Data Fig. 1d). By sorting Itga6^low/mid^ and Itga6^high^ populations we could distinguish basal (Itga6^high^) from suprabasal (Itg6^low/mid^) cells (Extended Data Fig. 1d). Control Gata6lin^+^ cells almost exclusively expressed low/medium levels of Itga6. In contrast, lin^−^ cells expressing high levels of Itga6 were detected in control skin (Extended Data Fig. 1d). As expected, a substantial fraction of Gata6lin^+^ cells in wounds expressed high levels of Itga6, consistent with re-acquisition of basal cell characteristics (Fig. 1a and Extended Data Fig. 1d–f).

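The sequenced cells are keratinocytes of lineage-tracing mice in which 4-hydroxytamoxifen marks cells that express *Gata6*, a transcription factor of the upper hair follicle and sebaceous duct, and all their progeny with tdTomato. Cells with tdTomato are lin+ and cells without it are lin-. They were sorted from unwounded skin (day 0) and from wounds 6, 9 and 11 days old, and each cell was sequenced by Smart-seq2, which reads full-length transcripts and carries no molecular identifiers. The 684 cells form 14 sets, each of 1 lineage. At days 0, 9 and 11 a set holds the cells from the mouse or mice of 1 replicate. These days have 2 such mouse sets, replicate 1 and replicate 2. The paper's methods give day 6 as 2 replicates of several mice each, but its labels name no replicate. Its cells were therefore pooled and count as 1 mouse set, fitted like the others. By the paper's methods the unwounded skin came from mice also used for days 9 and 11. The labels do not say which mouse, so the fit takes day 0 and wound sets as separate. lin+ cells numbered 47 and 46 at day 0, 93 at day 6, 42 and 44 at day 9, and 32 and 47 at day 11. lin- cells numbered 47 and 48 at day 0, 93 at day 6, 28 and 44 at day 9, and 26 and 47 at day 11.

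Reads were aligned by the authors with STAR to mouse genome GRCm38 and assigned to genes with featureCounts. The deposited table of the 684 cells holds read counts for the 222 cells of the first batch (replicate 1) and RPKM (reads per kilobase of gene, scaled to the reads of the cell) for the 462 cells of the second batch (replicate 2 and day 6). RPKM divides by gene length and a count does not, so values were compared within a batch or in a fit with a term for it. Median reads per lin+ cell were 4273714 and 3036066 at day 0, 3294701 at day 6, 5614488 and 1806779.5 at day 9, and 4852891.5 and 2274014 at day 11, where second-batch reads were recovered from the RPKM values. The same medians for lin- cells were 4227564 and 2925802 at day 0, 3315908 at day 6, 5967310.5 and 2124404.5 at day 9, and 4568793.5 and 2074708 at day 11. The median number of genes detected per cell lay between 1776 (lin+, day 0, replicate 1) and 3228 (lin-, day 9, replicate 1).

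Each gene's value was scaled to the cell's total as CPM, averaged over the cells of a set and taken as log2 after adding 1, and sets were scaled within a batch by the median of ratios. limma with a trend then tested 10645 genes with a CPM of at least 10 in at least 2 sets, with the mouse set, not the cell, as replicate. Comparisons of days carry the batch as a covariate, comparisons of lineages carry the mouse set as a block, and p values were adjusted by the Benjamini-Hochberg method, with a threshold of 0.05. The genes the paper names and 42 lists of genes by function or cell type were fixed before the data were examined. On simulated data of the same size, the comparison of lineages in unwounded skin called 68% of genes changed 8-fold and 22% of those changed 4-fold. Intervals on shares of cells are exact (Clopper-Pearson) 95% intervals and cover counting error only.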

We generated scRNA-seq libraries from 684 cells, comprising Gata6lin^+^ and lin^−^ cells from wounded and unwounded epidermis (Extended Data Fig. 1g), and analyzed the data using the R package Seurat. 

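In unwounded skin, an upper follicle population (uHF-I in the deposited annotation of cell identities) held a far larger share of lin+ than of lin- cells, while basal interfollicular epidermis (IFE-B) was the most frequent identity in both lineages. uHF-I took 36.2% (exact 95% interval 22.7–51.5) of lin+ cells in replicate 1 and 37.0% (23.2–52.5) in replicate 2. Among lin- cells it took 6.38% (1.34–17.5) and 4.17% (0.509–14.3), and the intervals of the lineages do not overlap in either replicate. IFE-B took 48.9% (34.1–63.9) and 45.7% (30.9–61.0) of lin+ cells, against 76.6% (62.0–87.7) and 64.6% (49.5–77.8) of lin- cells. Other upper follicle identities were rare in lin+ cells at day 0, with uHF-II at 2.13% and 2.17% and uHF-III at 4.26% and 4.35%. The outer bulge (OB), the stem cell region of the lower follicle, took 14.9% and 22.9% of lin- cells and 6.38% and 10.9% of lin+ cells. The identities are the authors' assignment of each cell, and no test was made on them.

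**Figure D1:**
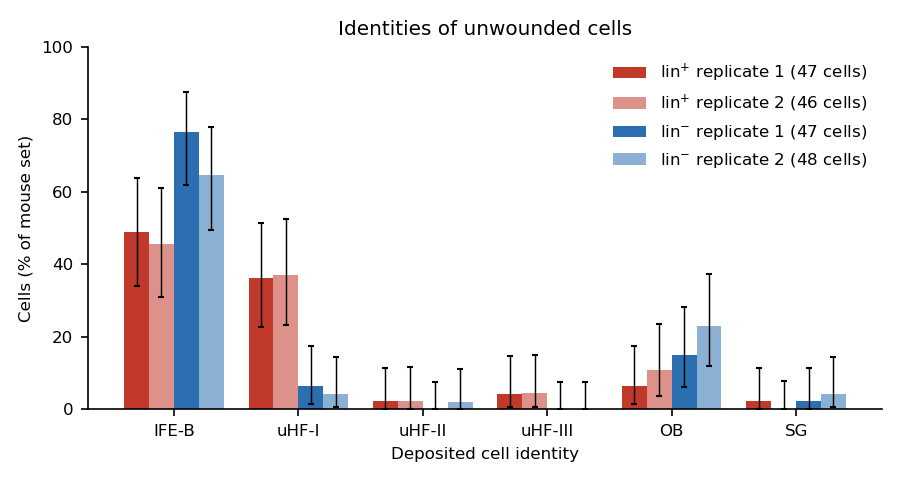
Share of unwounded cells with each deposited identity (y axis, percent of the cells of a mouse set), for lin+ and lin- cells of replicates 1 and 2. Bars are shares and lines their exact 95% intervals; uHF-I stands at 36.2% and 37.0% in lin+ cells and at 6.38% and 4.17% in lin- cells.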

Projections of lin^−^ and lin^+^ cells onto a *t*-distributed stochastic neighbour embedding (tSNE) map containing epidermal cells from unwounded telogen skin^15^ confirmed that in unwounded skin lin^−^ cells mapped primarily to the basal IFE layer (IFE-B) while Gata6lin^+^ cells mapped to the upper HF compartments (Fig. 1c). 

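Genes of the upper follicle were higher in unwounded lin+ cells than in lin- cells of the same mice, and genes of the basal layer tended to be lower. *Krt79*, a keratin of the upper follicle and sebaceous duct (chromosome 15 of GRCm38, 101929332 to 101940324), was higher by a log2 fold change of 3.31 (standard error 0.35, adjusted p = 0.00463, limma), with 3.62 in replicate 1 and 3.00 in replicate 2. It had reads in 56 of 93 lin+ and 15 of 95 lin- cells. *Cst6*, a cysteine protease inhibitor of differentiating epidermis (chromosome 19, 5344705 to 5349574), was higher by 3.42 (standard error 0.46, adjusted p = 0.0164, limma). The measured markers of the upper follicle and sebaceous duct were higher as a list (camera adjusted p = 1.05e-05; adjusted p = 0.202 with an estimated correlation). *Gata6* itself had a log2 fold change of 4.60 (standard error 1.09, adjusted p = 0.101, limma), with reads in 24 lin+ and 5 lin- cells, and the defensin gene *Defb6* one of 3.53 (standard error 1.08, adjusted p = 0.163, limma). The chemokine genes *Ccl2* and *Ccl7* and *Ivl*, which encodes the cornified envelope protein involucrin, also passed, each with reads in 12 or 13 lin+ cells and 1 lin- cell. *Ccl7* did not pass without either day 0 replicate (9.42 and 8.00), the day 6 mice (8.74), either day 9 replicate (8.70 and 8.69) or day 11 replicate 2 (8.69), nor *Ivl* without day 0 replicate 1 (5.96), the day 6 mice (6.60), day 9 replicate 1 (6.56) or day 11 replicate 2 (6.55).

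Of 19 genes for basal keratins, integrins and hemidesmosomes, all had a negative log2 fold change (median −0.92), none passed over all genes and 7 were lower when adjusted over the list alone (camera adjusted p = 0.000205; adjusted p = 0.373 with an estimated correlation). *Itga6*, the basal α6 integrin, had a log2 fold change of −1.87 (standard error 0.60, adjusted p = 0.182, limma), with reads in 19 lin+ and 35 lin- cells. The metallothionein gene *Mt2* was lower by a log2 fold change of −2.31 (standard error 0.34, adjusted p = 0.0226, limma), but not past the threshold without day 0 replicate 1 (−2.19), either day 9 replicate (−2.31) or day 11 replicate 2 (−2.31). *Thbs1*, a matrix protein of migrating cells, had −7.48 (standard error 0.62, adjusted p = 0.00174, limma), with reads in 19 lin+ and 43 lin- cells. *Gja1*, which encodes the gap junction protein connexin 43, had −6.59 (standard error 0.90, adjusted p = 0.0164, limma), with reads in 4 and 36. Where a gene is near 0 in 1 lineage, as *Thbs1* and *Gja1* are in lin+ cells, the size of its fold rests on the value of 1 added before the log. In all, 26 genes were higher and 20 lower in lin+ cells, a total of 46 that became 17 without the day 6 mice, 85 without day 0 replicate 1, 488 without day 0 replicate 2, 19 and 16 without day 9 replicate 1 or 2, and 13 without day 11 replicate 2. It was 289 with all of replicate 1 left out and 0 with all of replicate 2 left out (limma, with 1675 genes at an unadjusted p under 0.05). In the latter case *Krt79* (3.62), *Cst6* (2.39), *Ccl2* (5.57), *Ccl7* (8.00), *Ivl* (7.18), *Mt2* (−2.44), *Thbs1* (−7.19) and *Gja1* (−4.93) kept their direction, and *Defb6* passed without replicate 1 (4.45). Of the 46 genes, 10 also passed by edgeR on recovered reads and 5 with 10 added in place of 1. With no filter on low values 6 of them passed, and with no replicate block 6. Among the genes named here that passed, *Krt79* and *Thbs1* alone did so by edgeR, and *Krt79*, *Cst6* and *Thbs1* with 10 added. *Thbs1* was the only named gene to pass with no filter on low values or no replicate block.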

Using the second level of clustering from the Joost dataset^15^, lin^+^ cells strongly correlated with upper hair follicle population V (uHF-V) (Extended Data Fig. 1h), consistent with the lineage tracing evidence that Gata6lin^+^ cells are suprabasal.

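Clustering of the 496 wound cells with the paper's settings (5000 variable genes, 15 components, resolution 0.5) after batch correction with ComBat gave 5 clusters, each with cells of both lineages. IFE-B cells made up most of 3 of them, with 126 of 184, 58 of 77 and 70 of 73 cells. A cluster of 98 cells was mostly outer bulge (82 cells). A cluster of 64 cells was mostly upper follicle, with 26 uHF-I, 22 uHF-III and 10 uHF-II cells. Every cluster drew on both batches, with 13 to 69 cells of the first batch. A resolution of 0.8 gave 6 clusters.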

Two-dimensional space uniform manifold approximation and projection for dimension reduction (UMAP) analysis of Gata6lin^+^ and lin^−^ epidermal cells from all three wound timepoints identified six clusters, all containing lin^+^ and lin^−^ cells (Fig. 1d). Thus, Gata6lin^+^ and lin^−^ cells have a common transcriptional identity in healing wounds, consistent with the reported lineage infidelity of wound epidermal cells^5^. 

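A small group of genes still set lin+ wound cells apart from lin- wound cells of the same mice, among them *Alox12e*, *Cstb*, *H2-Aa* and *Cd74*, which were higher, and *Mfap2*, *Tbx1* and *Sparc*, which were lower. *Alox12e*, a lipoxygenase of the epidermal barrier (chromosome 11 of GRCm38, 70315610 to 70322720), was higher in lin+ cells by a log2 fold change of 3.25 (standard error 0.19, adjusted p = 3.04e-05, limma), in 5 of 5 mouse sets. *Cstb*, a cysteine protease inhibitor, was higher by 2.30 (standard error 0.26, adjusted p = 0.00564, limma). *H2-Aa* and *Cd74*, class II genes of antigen presentation, were higher by 5.53 (standard error 0.61, adjusted p = 0.00465, limma) and 4.24 (standard error 0.49, adjusted p = 0.00590, limma). Both were higher in 5 of 5 mouse sets. They had reads in 35 and 67 of 258 lin+ cells and in 6 and 26 of 238 lin- cells. Of 6 class II genes, 2 rose over all genes and 4 when adjusted over the list alone (camera adjusted p = 4.08e-10; adjusted p = 0.0656 with an estimated correlation).

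*Mfap2*, a protein of microfibrils in the matrix (chromosome 4, 141010424 to 141015976), was lower in lin+ cells, with a log2 fold change of −6.51 (standard error 0.57, adjusted p = 0.000988, limma) and reads in 7 lin+ and 57 lin- cells. Its fold, like that of *H2-Aa*, rests on the value of 1 added before the log. The transcription factor gene *Tbx1* had −3.12 (standard error 0.37, adjusted p = 0.00662, limma) and the matrix gene *Sparc* −3.83 (standard error 0.60, adjusted p = 0.0338, limma). Of 10 outer bulge markers, 2 fell over all genes (*Sparc* and the chemokine gene *Cxcl14*) and 4 when adjusted over the list alone (camera adjusted p = 0.000764; adjusted p = 0.0915 with an estimated correlation). Of 10645 genes, 16 were higher and 12 lower in lin+ wound cells, and the total of 28 became 12 without the day 6 mice, 12 and 9 without day 9 replicate 1 or 2, and 8 without day 11 replicate 2. With all of replicate 2 left out it was 1 (limma), and *Alox12e* (3.01), *Cstb* (2.00), *H2-Aa* (5.41), *Cd74* (4.42), *Mfap2* (−7.16), *Tbx1* (−2.98), *Sparc* (−3.18) and *Cxcl14* (−1.56) kept their direction without passing. Of the genes named here, *Alox12e* and *Cstb* alone also passed by edgeR on recovered reads and *Alox12e* and *Mfap2* with no replicate block, and with no filter on low values *Cstb*, *Cd74*, *Sparc* and *Cxcl14* did not. *Tbx1* also no longer passed without day 9 replicate 2 (−2.99) or day 11 replicate 2 (−3.15), and *Sparc* without the day 6 mice (−3.53), day 9 replicate 2 (−3.29) or day 11 replicate 1 (−4.10) or 2 (−3.89).

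Of the 15 nearest neighbours of a wound cell, only those from its own mouse set were counted. Of these, 41.5% were of the other lineage at day 6. The share was 40.8% and 19.9% at day 9 and 34.0% and 26.9% at day 11 (replicates 1 and 2). With lineage labels shuffled within a mouse set the means were 48.1% to 50.7%, and in 100 draws a share as low as the real one came up 2 times for day 9 replicate 1 and never for the other sets. Unwounded cells had 42.4% and 26.9% in replicates 1 and 2.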

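The share of lin+ cells was highest in the upper follicle cluster and lowest in the outer bulge cluster of the 5 clusters of wound cells made here. Of all 496 wound cells, 258 were lin+. The lineages were sorted apart, so the shares depend on the numbers sorted and do not measure lineage frequency in the wound. Of the 64 cells of the mostly upper follicle cluster, 82.8% (exact 95% interval 71.3–91.1) were lin+. Of the 98 cells of the mostly outer bulge cluster, 24.5% (16.4–34.2) were lin+. The largest cluster had 63.0% (55.6–70.0) lin+ cells, the cluster of 73 cells 39.7% (28.5–51.9) and the cluster of 77 cells 46.8% (35.3–58.5). By the deposited identities all 3 were mostly IFE-B. Among the leading genes of the cluster of 73 cells were *H2ac11*, *Cenpa* and *Ccnb2*, and the ribosomal RNAs *Rn18s* and *Rn45s* led the cluster of 77 cells. With 30 components the lowest share was 39.4%. In the deposited annotation, whose clusters 0 to 5 were made on wound and unwounded cells together, the wound cells of these clusters were 71.6%, 16.9%, 50.0%, 77.4%, 25.9% and 45.5% lin+.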

The percentage of lin^+^ cells in each cluster was as follows: 30% (cluster 0), 25% (cluster 1), 48% (cluster 2), 81% (cluster 3), 34 % (cluster 4) and 44% (cluster 5).

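In wounds, lin+ cells had higher levels of the upper follicle genes *Cst6*, *Krt79* and *Defb6* than lin- cells, whereas the interfollicular differentiation genes *Calm4*, *Krt23*, *Krt1* and *Krt10* did not pass the test. The log2 fold change of *Cst6* was 5.30 (standard error 0.29, adjusted p = 3.04e-05, limma), with 5.40 in replicate 1 and 5.70 in replicate 2 over days 9 and 11. That of *Krt79* was 2.25 (standard error 0.22, adjusted p = 0.00264, limma) and that of *Defb6* (chromosome 8 of GRCm38, 19225478 to 19228209) was 4.28 (standard error 0.68, adjusted p = 0.0369, limma). All these genes were higher in 5 of 5 mouse sets, with reads in 141, 150 and 158 of 258 lin+ cells and in 78, 74 and 45 of 238 lin- cells. Of 10 markers of the upper follicle and sebaceous duct, 3 rose over all genes and 8 when adjusted over the list alone, and none fell (camera adjusted p = 7.07e-11; adjusted p = 0.0656 with an estimated correlation). *Calm4*, a calmodulin-like protein of differentiating keratinocytes, had a log2 fold change of 1.22 (standard error 0.34, adjusted p = 0.347, limma) and the keratin *Krt23* one of 3.03 (standard error 0.83, adjusted p = 0.326, limma). The suprabasal keratins *Krt1* and *Krt10* had −1.21 (standard error 1.48, adjusted p = 0.931, limma) and −0.30 (standard error 0.49, adjusted p = 0.957, limma). Over days 9 and 11, *Krt1* had 2.26 in replicate 1 and −1.13 in replicate 2, and *Krt10* had 0.41 and 0.05. At day 6 their mean CPM was 0.02 and 97.0 in lin+ cells and 327 and 529 in lin- cells, so both negative values rest on that set. Of 18 genes of suprabasal and cornified layers, 7 were higher when adjusted over the list alone and none over all genes (camera adjusted p = 2.20e-05; adjusted p = 0.146 with an estimated correlation). *Defb6* no longer passed without the day 6 mice, either day 0 replicate, either day 9 replicate or day 11 replicate 2 (log2 fold changes of 4.46, then 4.28 and 4.28, 4.84 and 4.25, and 4.53). With all of replicate 2 left out *Cst6* still passed, *Krt79* (2.19) and *Defb6* (4.59) did not, and with all of replicate 1 left out *Krt23* passed (4.37). *Cst6* and *Krt79* also passed by edgeR on recovered reads, and *Cst6* alone with no filter on low values or no replicate block.

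**Figure D2:**
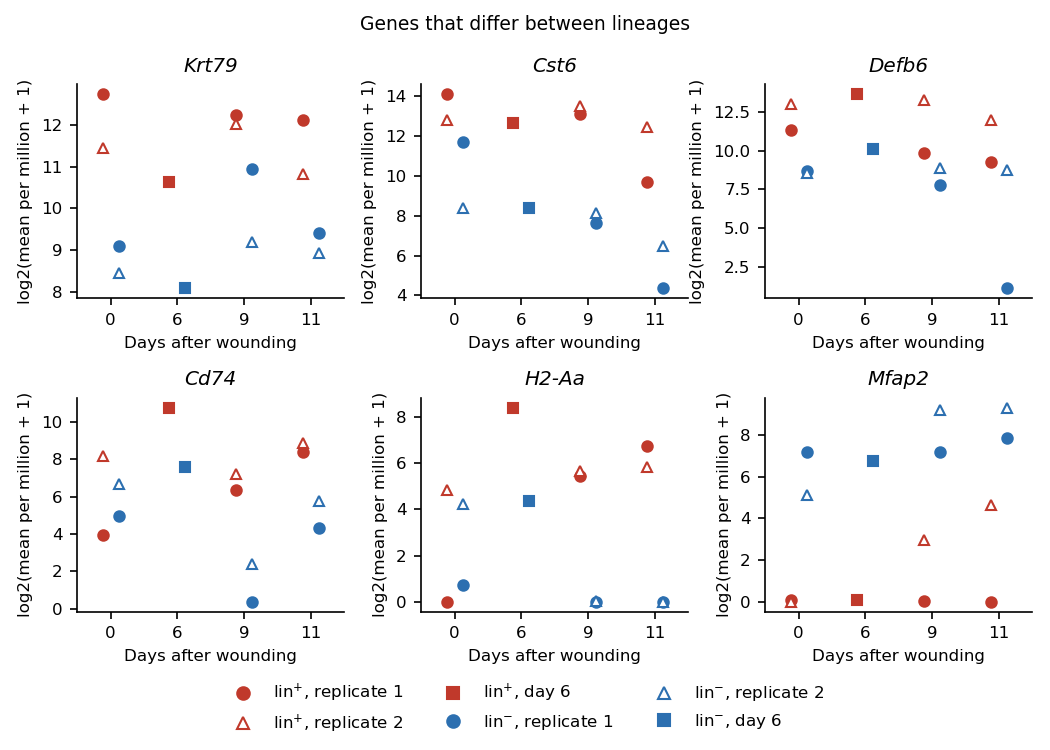
Level of 6 genes in each set of cells (y axis, log2 of the mean CPM plus 1) by days after wounding (x axis), red for lin+ and blue for lin-, with filled circles for replicate 1, open triangles for replicate 2 and squares for day 6, on axes that do not start at 0. In wounds each lin+ set lies above the lin- set of the same mice for *Krt79*, *Cst6*, *Defb6*, *Cd74* and *H2-Aa* and below it for *Mfap2*; the replicates come from batches in different units, so only points of 1 shape are to be compared.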

Cluster 3, with the highest proportion of lin^+^ cells, comprised differentiating uHF (*Krt79*^+^ *Cst6*^+^) and IFE (*Calm4*^+^ *Krt23*^+^ *Krt1*^+^ *Krt10*^+^) cells (Extended Data Fig. 1i). This is consistent with Gata6lin^+^ cells that exit the HF being initially suprabasal^14^ (Extended Data Fig. 1b,c). Messenger RNA (mRNA) in situ hybridization confirmed that Gata6lin^+^ cells expressed *Cst6* (ref. ^16^) and an additional uHF marker, *Defb6* (ref. ^15^), in upper HFs and suprabasal cells of wounded IFE (Fig. 1e). 

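Across all wound cells, most markers of the sebaceous gland, the outer bulge and the interfollicular epidermis named here did not pass the test between lineages, and *Cxcl14*, a chemokine gene of the outer bulge, was lower in lin+ cells. *Cxcl14* had a log2 fold change of −1.92 (standard error 0.25, adjusted p = 0.0106, limma), lower in 5 of 5 mouse sets, with reads in 113 lin+ and 137 lin- cells. *Postn*, the matrix protein periostin and another outer bulge marker, had −0.60 (standard error 0.28, adjusted p = 0.714, limma). The sebaceous genes *Mgst1*, a glutathione transferase, and *Scd1*, a desaturase of lipid synthesis, had 0.65 (standard error 0.22, adjusted p = 0.500, limma) and −0.40 (standard error 0.40, adjusted p = 0.916, limma). *Mgst1* had reads in 156 lin+ and 101 lin- cells, and *Scd1* in 59 and 70. *Serpinb2*, a protease inhibitor, and *Ifngr1*, the interferon gamma receptor, had −0.42 (standard error 1.02, adjusted p = 0.982, limma) and −0.17 (standard error 0.64, adjusted p = 0.990, limma). Over days 9 and 11, *Serpinb2* had 0.39 in replicate 1 and 0.53 in replicate 2, and *Scd1* had 0.02 and 0.07. The negative values of these 2 genes thus rest on day 6. *Ifngr1* had −1.64 in replicate 1 and 1.22 in replicate 2, so its sign differs between replicates. *Cxcl14* no longer passed without day 9 replicate 1, day 9 replicate 2, day 11 replicate 2, all of replicate 1 or all of replicate 2 (log2 fold changes of −1.85, −1.73, −1.83, −1.94 and −1.56), nor with no filter on low values, no replicate block or edgeR on recovered reads. Which genes mark a cluster was not tested, since the same cells define the clusters.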

Cluster 0 comprised cells expressing sebaceous gland (SG) markers (*Mgst1* and *Scd1*), cluster 4 expressed outer bulge (OB) markers (*Postn* and *Cxcl14*) and cluster 5 expressed IFE markers (*Serpinb2* and *Ifngr1*). We could not assign cluster 1 or 2 to a defined epidermal compartment: three of the most highly expressed genes in cluster 1 were histone family members (*H2ac23*, *H2ac24* and *Cenpa*), while cluster 2 had no significantly upregulated genes.

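The histone genes *H2ac23* and *H2ac24*, which encode H2A, were detected in more cells of day 9 and 11 wounds than of unwounded skin, in both lineages. *H2ac23* had reads in 26.1% of lin+ cells at day 0, 16.1% at day 6, 40.9% at day 9 and 48.9% at day 11. In lin- cells these shares were 6.25%, 29.0%, 50.0% and 63.8%. *H2ac24* had 21.7%, 10.8%, 40.9% and 53.2% in lin+ cells and 6.25%, 25.8%, 45.5% and 59.6% in lin- cells. Both genes have values in the second batch only (replicate 2 and day 6), and as near-identical paralogs they may share reads, so their separate values are uncertain. *Cenpa*, the histone H3 variant of centromeres, had a log2 fold change between lin+ and lin- wound cells of −0.15 (standard error 0.45, adjusted p = 0.989, limma). In that comparison days 9 and 11 alone gave 0.29 in replicate 1 and 0.42 in replicate 2, so the negative sign rests on day 6. Of 13 measured histone genes none passed over all genes in that comparison and 1 was lower when adjusted over the list alone (camera adjusted p = 0.0575).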

### Dedifferentiation trajectory of Gata6 lineage cells

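Most lin+ cells fall into 3 of the 6 clusters of the deposited annotation: 144 in its cluster 0, 90 in its cluster 3 and 75 in its cluster 2. A further 26 cells are in cluster 1, 10 in cluster 4 and 6 in cluster 5. The annotation covers lin+ and lin- cells together, so its numbers are not those of Fig. 2a, and clusters are named here by the deposited number. The first batch supplied 47, 34 and 25 cells of clusters 0, 3 and 2.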

UMAP segmentation of Gata6lin^+^ cells revealed three clusters in the dedifferentiation trajectory. Day 9 and 11 wound cells mainly segregated in cluster 1. 

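Day 9 and 11 lin+ cells gathered in deposited cluster 0, where *Krt5* and *Krt14*, the keratins of the basal layer, were detected in nearly every cell. Cluster 0 held 43.0% of lin+ cells at day 9 and 64.6% at day 11, which is 53.3% of both days together. It held 30.1% of lin+ cells at day 0 and 30.1% at day 6. Clusters remade here from the lin+ cells alone gave the largest share of day 9 and 11 cells as 72.7% with 10 components, 67.9% with 30 components or by k-means, and 38.2% without batch correction. Shares are of cells pooled over both replicates, so they carry no test.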

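Unwounded and day 6 lin+ cells were more frequent in deposited cluster 2 than in any other, and few cells of later wounds lay there. It held 33.3% of lin+ cells at day 0 and 38.7% at day 6, against 6.98% at day 9 and 2.53% at day 11. Of its 75 lin+ cells, 31 came from day 0, 36 from day 6, 6 from day 9 and 2 from day 11. Cluster 1, made up mostly of outer bulge cells, held 5.38% of lin+ cells at day 0 and 14.0% at day 6. The ribosomal RNAs *Rn45s* and *Rn18s* lead the genes of cluster 2, so a difference in the quality of cells or libraries is not excluded.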

Control and day 6 wound cells segregated in cluster 2. Cluster 3 comprised control cells and cells from day 9 and day 11 wounds that had remained in their original HF niche (Fig. 2a).

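Deposited cluster 3, where most cells carry *Krt79*, the keratin of the upper follicle, took a large part of lin+ cells at day 0 and again at days 9 and 11. It held 26.9% of lin+ cells at day 0, 15.1% at day 6, 37.2% at day 9 and 24.1% at day 11. Of its 90 lin+ cells, 25 came from day 0, 14 from day 6, 32 from day 9 and 19 from day 11. *Krt79* had reads in 90.0% (exact 95% interval 81.9–95.3) of these cells, against 55.6% in cluster 0 and 44.0% in cluster 2.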

**Fig. 2:**
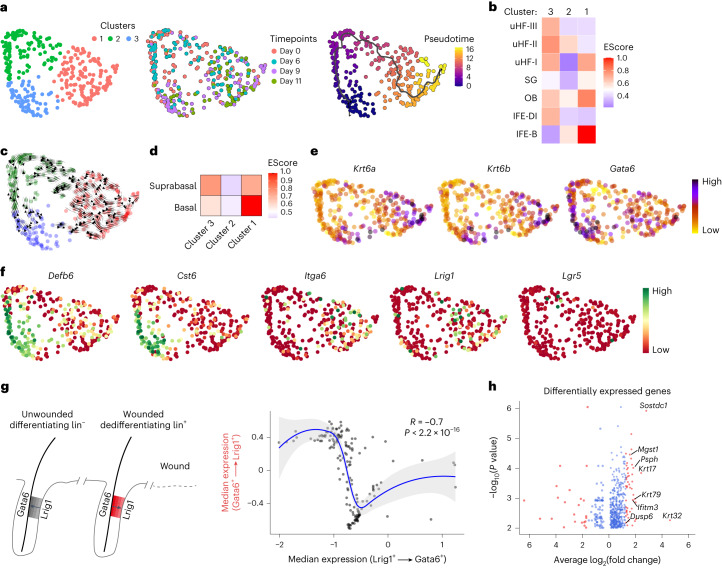
Dedifferentiation occurs via reversal of the normal differentiation process. **a**, Gata6lin^+^ cells were visualized on a tSNE plot. Left: Gata6lin^+^ cells mapped into three clusters, colour-coded according to unsupervised clustering. Middle: the indicated timepoints after wounding are shown. Right: pseudotime trajectory. **b**, Heat maps showing the correlation between the three clusters identified with Monocle and cell compartments defined in the Joost dataset^15^. **c**, CellRank was used to visualize future states (arrows) on the generated tSNE plot in **a**. **d**, Heat maps showing the correlation between the three clusters and basal and suprabasal epidermal compartments defined in Human Protein Atlas version 20.0. **e**, Expression of the wound markers *Krt6a* and *Krt6b*, and the SD marker *Gata6*. **f**, Expression of the upper HF markers *Defb6*, *Cst6*, basal marker *Itga6* and stem cell markers *Lrig1* and *Lgr5* is shown on the tSNE plot. Data in **a**–**f** are from two independent biological replicates per timepoint. All Gata6lin^+^ cells from the scRNA-seq data were analyzed. **g**, Left: schematic of the normal differentiation process (Lrig1 to Gata6, control lin^−^ cells) and the dedifferentiation process (Gata6 to Lrig1, wound lin^+^ cells). Right: transcriptional profile correlation between Gata6lin^+^ cells dedifferentiating to Lrig1^+^ stem cells (wounded skin) and Lrig1 lin^−^ cells differentiating to Gata6^+^ cells (unwounded skin). Loess regression was used for fitting. Differentially expressed genes between the two populations are represented by dots (545 genes from 112 cells, 32 differentiating and 80 dedifferentiating cells). The solid line represents the Loess regression fit. The grey area indicates the error bands. Two-sided Wilcoxon rank sum test was used to identify differentially expressed genes. Adjustments were made for multiple comparisons. **h**, Volcano plot showing differentially expressed genes identified in **g**. Genes with a fold change greater than 1.6 are shown in red.

We used Monocle software to perform pseudotime analysis (Fig. 2a). The trajectory of Gata6lin^+^ cells from upper HF-like to IFE-like was confirmed by constructing a heat map of markers from unwounded telogen skin^15^ (Fig. 2b). Cell identity annotation showed that uHF-II was enriched in cluster 3 and cluster 2, and IFE-B in cluster 1 (Fig. 2b). 

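Upper follicle identities gathered in deposited cluster 3 and IFE-B in clusters 0 and 2. In cluster 3, 44.4% of the lin+ cells were uHF-I, 27.8% (exact 95% interval 18.9–38.2) uHF-III, 13.3% (7.08–22.1) uHF-II and 12.2% IFE-B. Of all 13 lin+ cells annotated as uHF-II, 12 lay in cluster 3 and 1 in cluster 2. In cluster 2, 64.0% (52.1–74.8) were IFE-B and 24.0% uHF-I, and in cluster 0 69.4% (61.2–76.8) were IFE-B and 23.6% uHF-I. Cluster 1 was 80.8% outer bulge. By day, IFE-B took 47.3% of lin+ cells at day 6, 69.0% and 38.6% at day 9 and 56.2% and 51.1% at day 11 (replicates 1 and 2). uHF-III took 4.76% and 22.7% at day 9 and 3.12% and 10.6% at day 11.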

Feature plots of known markers confirmed the identity of the predicted epidermal compartments (Extended Data Fig. 2a). The uHF-II gene signature includes *Krt79* and *Krt17* (Extended Data Fig. 2a), consistent with the suprabasal signature of control Gatalin^+^ cells (Extended Data Fig. 1h). IFE-B markers include *Krt14* and Metallothionein-2 (*Mt2*); OB markers include *Cd34* and *Postn* (Extended Data Fig. 2a). The enrichment of OB cells in the dedifferentiation trajectory is consistent with reports that Gata6lin^+^ cells are present in the lower bulge following injury^14^. Wound cells predicted as IFE, uHF, OB and SG were transcriptionally close to each other, in line with cells transiently losing their identity during wound healing^5^.

Further confirmation that Gata6lin^+^ cells transitioned from cluster 3 to 2 to 1 was obtained using CellRank, which estimates cell state dynamics, detecting initial, intermediate and terminal populations (Fig. 2c). 

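Keratins and integrins of the basal and suprabasal layers were spread unevenly over the deposited clusters. *Krt5*, the type II keratin of basal cells, had reads in 97.9% (exact 95% interval 94.0–99.6) of lin+ cells of cluster 0, 76.0% (64.7–85.1) of cluster 2 and 40.0% (29.8–50.9) of cluster 3. Thinned to 500000 reads per cell, the shares were 96.5%, 71.8% and 27.8%. *Krt10*, a keratin of suprabasal cells, was detected in 50.7% of cluster 0, 26.7% of cluster 2 and 64.4% (53.7–74.3) of cluster 3, or 41.8%, 16.9% and 53.3% after thinning. *Itgb1*, the β1 integrin of basal cells, had reads in 53.5% (45.0–61.8) of cluster 0, 17.3% of cluster 2 and 16.7% (9.64–26.0) of cluster 3, or 51.8%, 15.5% and 13.3% after thinning. Within batches, *Krt5* was found in 95.7% and 99.0% of cluster 0 cells and in 61.8% and 26.8% of cluster 3 cells (first and second batch). These shares describe the cells that define the clusters and carry no test.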

Cells in cluster 3 had a suprabasal signature, whereas cluster 1 showed a basal signature (Fig. 2d). Upregulation of the wound healing markers *Krt6a* and *Krt6b* was found in wound cells in all clusters (Fig. 2e). 

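*Krt6a* and *Krt6b*, keratins that keratinocytes switch on after injury, were detected in a larger share of wound than of unwounded lin+ cells in deposited clusters 0 and 3. In cluster 0, *Krt6a* had reads in 53.6% of 28 unwounded and 69.8% of 116 wound cells, or 35.7% and 60.2% when cells were thinned to one depth. In cluster 3 the shares were 12.0% of 25 and 32.3% of 65 cells, or 8.00% and 29.2% thinned. In cluster 2 they were 25.8% of 31 and 34.1% of 44 cells, or 22.6% and 27.5% thinned. *Krt6b* went from 50.0% to 70.7% in cluster 0, from 16.0% to 26.2% in cluster 3 and from 25.8% to 22.7% in cluster 2, where thinning turned the difference round (12.9% and 17.5%). Cluster 1 held 5 unwounded cells, too few to compare. *Krt6a* and *Krt6b* lie side by side on chromosome 15 of GRCm38 (101689928 to 101694305 and 101676023 to 101680293) and are near-identical, so reads may be shared between them.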

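*Gata6* had reads in a larger share of lin+ cells of deposited clusters 0 and 3 than of cluster 2, and in unwounded lin+ cells more often than at day 6. The share was 27.8% (exact 95% interval 20.6–35.8) in cluster 0, 24.4% (16.0–34.6) in cluster 3 and 8.00% (2.99–16.6) in cluster 2, or 25.5%, 20.0% and 5.63% thinned to one depth. By day it was 23.4% and 28.3% at day 0, 14.0% (7.66–22.7) at day 6, 21.4% and 22.7% at day 9, and 15.6% and 23.4% at day 11 (replicates 1 and 2). Over days 9 and 11 against day 0, its log2 fold change was −1.92 (standard error 1.25, adjusted p = 0.627, limma), with −3.51 in replicate 1 and −0.34 in replicate 2. At these depths, most lin+ cells show no read of *Gata6* even in unwounded skin.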

*Gata6* expression was mainly observed in clusters 3 and 2 (Fig. 2e), consistent with Gata6lin^+^ cells losing Gata6 expression as they reach the IFE^14^.

Comparative gene expression studies confirmed the pseudotime analysis (Extended Data Fig. 2b,c). 

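lin+ cells of day 9 and 11 wounds had higher *Thbs1*, *Gja1*, *Gjb5* and *Il1r2* than unwounded lin+ cells, and lower *Malat1*, a nuclear RNA. *Thbs1*, the matrix protein thrombospondin 1 (chromosome 2 of GRCm38, 118111876 to 118127133), was higher by a log2 fold change of 4.94 (standard error 0.60, adjusted p = 0.0110, limma), with 5.01 in replicate 1 and 4.88 in replicate 2. The connexin gene *Gja1* was higher by 5.42 (standard error 0.80, adjusted p = 0.0321, limma), with reads in 4 of 93 unwounded and 56 of 165 wound cells. *Gjb5*, another connexin, was higher by 4.97 (standard error 0.72, adjusted p = 0.0321, limma) and *Il1r2*, the decoy receptor of interleukin 1, by 6.43 (standard error 1.06, adjusted p = 0.0463, limma). *Malat1* (chromosome 19, 5795690 to 5802672) fell by 2.58 on the log2 scale (standard error 0.27, adjusted p = 0.00353, limma) and had reads in nearly all cells at both times. In all, 9 genes were higher, the others being *Psmc3ip*, *Myg1*, *Rtca*, *Smim3* and *Gtf2h3*, and 1 was lower. Near-zero values at day 0 make these folds depend on the value of 1 added before the log. The calls depend on the setting too: of the 10 genes, *Malat1* alone passed with 10 added in place of 1 or by edgeR on recovered reads, *Malat1* and *Thbs1* by limma on recovered reads, none with no filter on low values, no replicate block or lin+ sets alone in the fit, and all by DESeq2.

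Of 16 genes of wound keratins and epidermal alarm, 15 had a positive log2 fold change (median 2.07), none passed over all genes and 8 were higher when adjusted over the list alone (camera adjusted p = 0.000261; adjusted p = 0.178 with an estimated correlation). Of 30 genes of mitosis, 26 had a positive log2 fold change (median 1.01) and none passed (camera adjusted p = 0.0333; adjusted p = 0.962 with an estimated correlation). Of 20 genes of cholesterol synthesis, 2 were higher when adjusted over the list alone (camera adjusted p = 0.0120; adjusted p = 0.254 with an estimated correlation). The median over all 10645 genes was 0.15, or 0.26 with scaling to the cell total only. The count of 10 rests on single mouse sets: it became 7 without day 0 replicate 1, 326 without day 0 replicate 2, 1 without either day 11 replicate and 0 without either day 9 replicate (limma, with 530 and 755 genes at an unadjusted p under 0.05 without day 9 replicate 1 and replicate 2). The fall of *Malat1* was lost without day 0 replicate 1 (−2.06) or without day 9 replicate 1 (−2.50) or 2 (−2.62). *Thbs1* kept log2 fold changes of 4.76 to 5.05 and *Gja1* of 4.88 to 5.98 where they no longer passed.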

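*Defb6*, a defensin gene of the upper follicle, and *Cst6* were lower in day 11 lin+ cells than at day 0 in both replicates, though neither passed the test. *Cst6* had a log2 fold change of −2.39 (standard error 1.04, adjusted p = 0.580, limma), with −4.42 in replicate 1 and −0.35 in replicate 2. *Defb6* had −1.53 (standard error 1.24, adjusted p = 0.771, limma), with −2.02 and −1.04. The share of lin+ cells with a *Cst6* read was 53.2% and 71.7% at day 0, 55.9% at day 6, 42.9% and 72.7% at day 9, and 28.1% and 63.8% at day 11, or 48.9% and 69.6% at day 0 and 28.1% and 52.3% at day 11 after thinning. For *Defb6* it was 61.7% and 71.7% at day 0 and 40.6% and 53.2% at day 11, or 57.4% and 69.6%, and 37.5% and 54.5%, after thinning. By deposited cluster, *Defb6* had reads in 88.9% of lin+ cells of cluster 3, 65.3% of cluster 2 and 54.9% of cluster 0, and *Cst6* in 86.7%, 48.0% and 47.9%. Without day 0 replicate 2 the fall of *Cst6* at day 11 passed (log2 fold change −3.75, adjusted p = 0.0405, limma).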

Downregulation of *Defb6* and *Cst6* (ref. ^16^), expressed by differentiating cells in the upper HF^15^, occurred in clusters 1 and 2 (Fig. 2f) and at day 11 (Extended Data Fig. 2c). 

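*Itga6*, the α6 integrin that anchors basal cells to the basement membrane (chromosome 2 of GRCm38, 71786886 to 71858427), was detected in a larger share of lin+ cells at days 9 and 11 than at day 0, but its mean level did not pass the test. The share with a read was 17.0% (exact 95% interval 7.65–30.8) and 23.9% (12.6–38.8) at day 0, 24.7% at day 6, 42.9% (27.7–59.0) and 25.0% (13.2–40.3) at day 9, and 43.8% (26.4–62.3) and 38.3% (24.5–53.6) at day 11. Thinned to one depth the shares were 14.9% and 21.7% at day 0, 39.0% and 25.0% at day 9, and 40.6% and 40.9% at day 11. Thinning equalises reads but not the number of genes detected per cell, which was also higher at days 9 and 11, so shares of many genes go up with it. The log2 fold change of days 9 and 11 against day 0 was 0.01 (standard error 0.60, adjusted p = 0.999, limma), with 0.45 in replicate 1 and −0.42 in replicate 2. In deposited cluster 0, 42.4% (34.2–50.9) of lin+ cells had a read of *Itga6*, against 16.0% (8.55–26.3) in cluster 2 and 15.6% (8.77–24.7) in cluster 3. Within batches, the cluster 0 share was 46.8% and 40.2% (first and second batch) and the cluster 3 share 26.5% and 8.93%.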

The basal marker *Itga6* was upregulated in cluster 1 and at days 9 and 11 (Fig. 2f and Extended Data Fig. 2c), consistent with our fluorescence-activated cell sorting (FACS) analysis (Fig. 1a). 

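Most unwounded lin+ cells had little or no *Itga6*: 91.4% (exact 95% interval 83.8–96.2) of the 93 cells lay at or below 1 on the scale of the deposited normalized table, the natural log of 1 plus counts per 10000. In replicate 1 the share was 93.6% and in replicate 2 it was 89.1%. No read of *Itga6* was found in 79.6% of the cells, and all lay at or below 2. Unwounded lin- cells had low *Itga6* in 82.1% (72.9–89.2), and lin+ cells of day 9 and 11 wounds in 93.3% (88.4–96.6). RPKM and counts differ in scale for this gene, so only values within a replicate compare directly.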

According to our single-cell data, 95.7% of day 0 cells showed low Itga6 expression (Fig. 2f), within the typically accepted range (95–99%) of purity for single-cell sorting. Thus, day 0 cells expressing high levels of Itga6 could be contaminants from the lin^−^ population with an IFE-B signature (Fig. 1c), as only one cell co-expressed Itga6 and Gata6. 

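Of the 93 unwounded lin+ cells, 6 had reads of both *Itga6* and *Gata6*, which is 6.45% (exact 95% interval 2.40–13.5). Of these, 1 was among the 47 cells of replicate 1 and 5 were among the 46 cells of replicate 2. In wounds, 5 of 93 lin+ cells had reads of both genes at day 6, 8 of 86 at day 9 and 5 of 79 at day 11. Above 1 on the natural log scale for both genes there was no cell at day 0, which allows a share of up to 3.23% by the limit of 3 cells and 3.89% by the exact interval. With each cell thinned to 500000 reads, 3 cells of day 0 had both. Without thinning, 3 had *Itga6* above 1 with any read of *Gata6*.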

We could not distinguish the contribution of these cells to the dedifferentiation signature.

The junctional zone stem cell marker *Lrig1*, but not the lower HF stem cell marker *Lgr5*, was increased in Gata6lin^+^ cells in cluster 1 and at days 9 and 11, consistent with dedifferentiation to Lrig1^+^ stem cells (Fig. 2f and Extended Data Fig. 2c). 

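*Lrig1*, a marker of stem cells of the junctional zone (chromosome 6 of GRCm38, 94604529 to 94700298), was detected in more lin+ cells at days 9 and 11 than at day 0 or day 6, and *Lgr5*, a marker of lower follicle stem cells, was not. The share of cells with a *Lrig1* read was 23.4% (exact 95% interval 12.3–38.0) and 23.9% (12.6–38.8) at day 0, 19.4% (11.9–28.8) at day 6, 42.9% (27.7–59.0) and 38.6% (24.4–54.5) at day 9, and 56.2% (37.7–73.6) and 38.3% (24.5–53.6) at day 11. Thinned to one depth it was 21.3% and 21.7% at day 0, 17.8% at day 6, 34.1% and 38.6% at day 9, and 53.1% and 34.1% at day 11. The median number of genes detected per lin+ cell was also higher at days 9 and 11 (2667.5 to 3108) than at day 0 (2308 in replicate 2), so the share of *Lrig1* is not set apart from a general difference. The mean level of *Lrig1* did not pass, with a log2 fold change of 0.30 (standard error 0.76, adjusted p = 0.916, limma) that was 1.65 in replicate 1 and −1.06 in replicate 2. *Lgr5* had reads in 19.1% and 6.52% of lin+ cells at day 0, 8.60% at day 6, 4.76% and 2.27% at day 9, and 3.12% and 4.26% at day 11, and its log2 fold change was −0.28 (standard error 1.27, adjusted p = 0.961, limma). In deposited cluster 0, 47.9% (39.5–56.4) of lin+ cells had a *Lrig1* read, against 24.4% in cluster 3 and 13.3% in cluster 2, or 44.0%, 22.2% and 9.86% thinned.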

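Of the injury and basal genes *Krt6a*, *Krt6b*, *Krt14*, *Itga6* and *Lrig1*, all had a positive log2 fold change between day 6 and later wounds and none passed. Against day 6, the log2 fold changes at days 9 and 11 were 1.12 for *Krt6a* (standard error 0.95), 2.24 for *Krt6b* (1.05), 0.52 for the basal keratin *Krt14* (0.51), 0.18 for *Itga6* (0.80) and 0.88 for *Lrig1* (1.01), each with an adjusted p of 1.00 (limma). Against day 0, *Krt6a* had 1.83 (standard error 0.71, adjusted p = 0.416, limma), with 3.24 in replicate 1 and 0.42 in replicate 2, and *Krt6b* had 2.17 (standard error 0.79, adjusted p = 0.387, limma). *Krt14* had 1.21 (standard error 0.38, adjusted p = 0.325, limma), with 1.94 and 0.48. *Krt6a* had reads in 31.9% and 37.0% of lin+ cells at day 0, 35.5% at day 6, 83.3% and 40.9% at day 9, and 75.0% and 61.7% at day 11, and after thinning in 27.7% and 23.9%, 24.4%, 78.0% and 31.8%, and 75.0% and 52.3%.

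All 30 genes of mitosis had a positive log2 fold change from day 6 to days 9 and 11, with a median of 1.82 (camera adjusted p = 1.17e-07; adjusted p = 0.781 with an estimated correlation), and 1 was higher when adjusted over the list alone. The wound keratin and alarm genes were higher as a list (camera adjusted p = 0.00167; adjusted p = 0.312 with an estimated correlation), and follicle stem cell and bulge genes were lower (camera adjusted p = 0.0161; adjusted p = 0.312 with an estimated correlation). Between day 6 and day 0 no gene passed limma, with 460 genes at an unadjusted p under 0.05, 2 called by edgeR and 839 by DESeq2 on recovered reads, and by limma 15 without day 0 replicate 2 and 121 with no filter on low values. Between day 9 and day 0 none passed either, with 841 at an unadjusted p under 0.05, 1 called by edgeR and 1162 by DESeq2, and by limma 1 without day 0 replicate 1, 199 without day 0 replicate 2 and 4 with no filter on low values. Day 6 has 1 mouse set per lineage, in the second batch, so its spread is assumed to be that of the other sets.

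**Figure D3:**
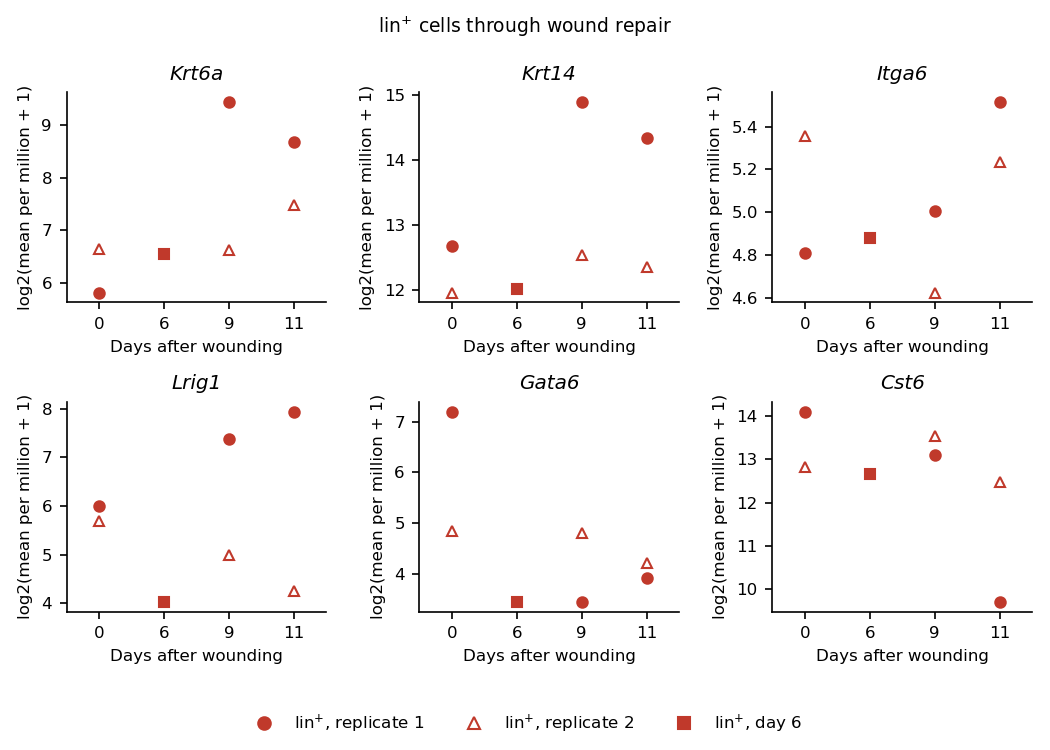
Level of 6 genes in lin+ cells (y axis, log2 of the mean CPM plus 1) by days after wounding (x axis), with filled circles for replicate 1, open triangles for replicate 2 and a square for day 6. Axes do not start at 0. *Krt6a* and *Krt14* of replicate 1 lie higher at days 9 and 11 than at day 0; the replicates come from batches in different units, so only points of 1 shape, and open triangles with the square, are to be compared.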

Upregulation of *Krt6a*, *Krt6b*, *Krt14*, *Itga6* and *Lrig1* was more pronounced in day 9 and 11 wounds than at day 6, which more closely resembled day 0 (Extended Data Fig. 2b,c). Virtually all day 6 wound lin^+^ cells were suprabasal (Extended Data Fig. 1b,c), even though some cells expressed basal markers (Fig. 2f). The transition into a less differentiated stage was distinguishable both transcriptionally and spatially 9 days after wounding, when some cells had adhered to the basement membrane (Figs. 1b and 2f and Extended Data Fig. 1b,c).

Since the Gata6 lineage derives from Lrig1^+^ cells^14^, we investigated whether the dedifferentiation trajectory resembled the forward differentiation trajectory (Fig. 2g). 

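Across genes, the median levels of the differentiating and dedifferentiating cells went together on the unscaled deposited scale: Pearson's r was 0.612 over 500 genes, with genes as points that are not independent replicates. The differentiating class holds 12 unwounded lin- cells with *Lrig1* above 0 and below 1, and the dedifferentiating class 23 lin+ wound cells with *Lrig1* above 1, on the natural log of 1 plus counts per 10000. The genes are those of Supplementary Table 1, of which 507 are held and 500 measured in both batches. Spearman's correlation over them was 0.414, and r was 0.784 with means in place of medians and 0.703 over 3583 expressed genes. Of the 23 dedifferentiating cells, 19 came from the first batch, and of the 12 differentiating cells 7 did. With any read of *Lrig1* as the criterion the classes hold 16 and 89 cells, and r was 0.388. With each gene scaled to mean 0 over the cells of both classes, a setting chosen after the value was seen, r was −0.635.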

Comparing genes differentially expressed between Gata6lin^+^ cells that dedifferentiated to Lrig1^+^ stem cells and Lrig1^+^ lin^−^ cells that differentiated to Gata6^+^ cells, we found a striking inverse correlation (*R* = −0.7; Fig. 2g). Thus, dedifferentiating Gata6lin^+^ cells have a similar transcriptome to cells undergoing differentiation, suggesting that dedifferentiation occurs via reversal of the normal differentiation process rather than occurring via a new pathway. 

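On unscaled levels and with *Lrig1* below and above 1 as criterion, the relation between the differentiating and dedifferentiating cells was much like that between random parts of the same cells. Genes selected again between these 12 and 23 cells, by detection in at least 25% of a class and a rank sum p under 0.05, gave an r of 0.562. With class labels shuffled and genes selected again in each of 100 draws, r had a median of 0.615 (0.308 to 0.830). Every draw was thus positive, so the sign of an unscaled r cannot test an inverse relation. Of these draws, 28 were as low as 0.562. The true labels selected 1005 genes, against 299 with shuffled labels. The classes thus differed in more genes than random parts did, and the values of r rest on gene sets of different size. With any read of *Lrig1* as the criterion (16 and 89 cells) the relation was weaker than in most draws: r was 0.543 against a median of 0.740, and 5 of 100 draws were as low. Genes are points here, so no p is given. From the inverse relation it found between genes of the 2 cell classes (Fig. 2g), the paper proposes that dedifferentiation runs as a reversal of normal differentiation and not along a new pathway.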

Figure 2h shows a volcano plot of all differentially expressed genes in Fig. 2g (Supplementary Table 1). These include genes associated with cell differentiation, such as *Dusp6*, *Sostdc1* and *Krt32*, and markers of uHF (*Krt79* and *Krt17*), IFE (*Ifitm3*) and SG (*Mgst1* and *Psph*) (Fig. 2h).

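Among the genes of differentiation and identity named here, *Psph*, an enzyme of serine synthesis (chromosome 5 of GRCm38, 129765558 to 129787443), had the largest log2 fold change in lin+ cells between day 0 and days 9 and 11, and none passed the test. *Psph* had 2.75 (standard error 0.54, adjusted p = 0.100, limma), with 3.38 in replicate 1 and 2.11 in replicate 2, and reads in 10 of 93 unwounded and 86 of 165 wound cells. *Dusp6*, a phosphatase that acts on ERK, had 1.78 (standard error 0.73, adjusted p = 0.431, limma), with 2.94 and 0.62. *Sostdc1*, a BMP and Wnt antagonist, had 0.03 (standard error 0.39, adjusted p = 0.990, limma). The hair keratin *Krt32* had −0.72 (standard error 1.92, adjusted p = 0.920, limma), with 2.41 in replicate 1 and −3.85 in replicate 2 and reads in 4 unwounded and 5 wound cells. *Ifitm3*, an interferon-induced membrane protein, had 0.21 (standard error 0.44, adjusted p = 0.894, limma). *Mgst1* had 0.53 (standard error 0.59, adjusted p = 0.782, limma), with −0.56 and 1.63. *Krt17*, a keratin of the follicle, did not pass between lin+ and lin- cells either, with 1.60 in unwounded skin (standard error 0.51, adjusted p = 0.176, limma) and 0.89 in wounds (standard error 0.32, adjusted p = 0.531, limma). Without day 0 replicate 2, *Psph* (log2 fold change 3.38, adjusted p = 0.00697, limma) and *Dusp6* (2.88, adjusted p = 0.0230, limma) passed.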

We next compared expression of Lrig1 and the proliferation marker Ki67 in Gata6lin^+^ cells after wounding (Extended Data Fig. 2d,e). At day 1 the number of lin^+^Lrig1^+^ cells had increased significantly, whereas the number of lin^+^Ki67^+^ cells had not. This indicates that the initial enrichment of lin^+^Lrig1^+^ cells was due to the switch of Gata6lin^+^ cells to Lrig1^+^ cells, and not to proliferation of Lrig1^+^ cells. Thus, initiation of the dedifferentiation process did not require cell proliferation.

### Myc as a mediator of dedifferentiation

To explore the dedifferentiation mechanism, we modelled transcriptional changes along the pseudotime trajectory so that we could visualize all the pseudotime-dependent genes and group them on the basis of similar trends. We detected 31 gene modules that were dynamically regulated across the three clusters in the pseudotime trajectory (Extended Data Fig. 3a,b and Supplementary Table 2).

To gain insight into regulation of the genes involved in dedifferentiation of Gata6lin^+^ cells, we performed a transcription factor (TF) motif analysis using the Transcriptional Regulatory Relationships Unraveled by Sentence-based Text mining (TRRUST) database^17^ (Fig. 3a). 

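Of the genes named here, the transcription factors *Id3*, *Gata3*, *Atf3* and *Myc* were detected in more day 9 and 11 than unwounded lin+ cells of replicate 1, while in replicate 2 the shares lay closer together. *Id3*, an inhibitor of bHLH factors, had reads in 6.38% and 30.4% of lin+ cells at day 0 (replicates 1 and 2), 54.8% and 31.8% at day 9, and 50.0% and 48.9% at day 11. *Gata3*, a factor of epidermal differentiation, had 38.3% and 84.8% at day 0 and 50.0% and 93.6% at day 11. None passed over days 9 and 11 against day 0. The log2 fold change was 1.24 for *Id3* (standard error 0.83, adjusted p = 0.636, limma), which was 3.62 in replicate 1 and −1.13 in replicate 2. It was 1.25 for *Gata3* (standard error 0.52, adjusted p = 0.441, limma) and −0.37 for *Atf3*, a stress-induced factor (standard error 0.64, adjusted p = 0.869, limma). *Hspb1*, a heat shock protein, had −0.93 (standard error 0.33, adjusted p = 0.376, limma), with −0.99 and −0.88. Without day 0 replicate 2, *Id3* passed (3.72, adjusted p = 0.00476, limma).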

The most upregulated TFs in cluster 1 were *Hspb1*, *Aft3*, *Id3*, *Myc* and *Gata3*. Myc is known to positively regulate *Hspb1* (ref. ^18^), *Aft3* (ref. ^19^) and *Id3* (ref. ^20^), while Gata3 expression upregulates *Myc*^21^. We also performed ligand-receptor analysis based on the hypothesis that Gata6lin^−^ cells were sender cells and Gata6lin^+^ cells were target cells. Predicted ligands expressed by lin^−^ cells were used to predict receptors and target genes in Gata6lin^+^ cells (Extended Data Fig. 3c,d). From this analysis we identified possible regulators of cell state transition, including Myc and Id3.

**Fig. 3:**
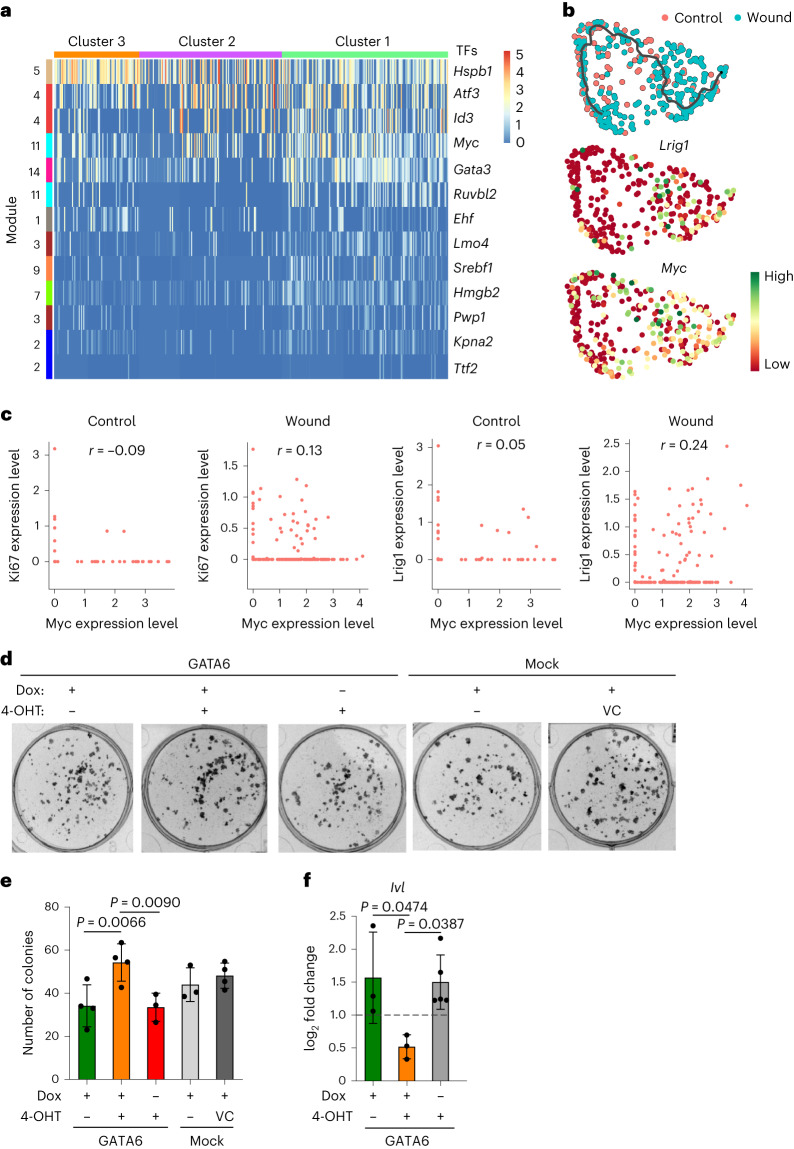
Evidence for upregulation of Myc during dedifferentiation. **a**, Heat map showing expression of TFs obtained from the TRRUST database after analysis of each gene module. TFs were selected on the basis of *q* value <0.5 and Maron value >0.9. Gata6lin^+^ cells distributed into the different clusters obtained in Fig. 2a are represented along the horizontal axis, and gene modules are shown along the vertical axis. **b**, Expression of *Lrig1* and *Myc* on the pseudotime trajectory. **c**, Scatter plots showing expression of *Ki67* and *Myc*, and *Lrig1* and *Myc* in control and wound cells. Spearman *r* coefficient is shown on the plots. Note that wound cells show a higher correlation between *Myc* and *Ki67*, and *Myc* and *Lrig1* compared with control cells. **d**, Keratinocytes from K14MycER transgenic mice were transfected with a doxycycline (Dox)-inducible GATA6 construct or with mock lentiviruses and seeded at clonal density. Representative images of dishes showing colony formation 12 days after plating are shown. GATA6 or Myc expression was induced by addition of 2 μg ml^−1^ Dox or 25 nM 4-OHT, respectively. One day after GATA6 induction, Myc expression was induced by adding 25 nM 4-OHT. Cells transfected with mock lentiviruses were pre-treated with or without ethanol (VC, vehicle control). **e**,**f**, Bar graphs showing number of colonies in each of the indicated conditions (**e**) and expression of *Ivl* measured by RT–qPCR (**f**). Data are the mean ± s.d. from three to four independent experiments. One-way ANOVA with Šidák’s multiple comparisons test was used to determine statistical significance. Source data

We focused on Myc because it is known to play a central role in epidermal maintenance, wound healing and differentiation^22^. *Myc* and *Lrig1* expression were both upregulated in cluster 1 dedifferentiated cells (Fig. 3b). 

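*Myc*, a transcription factor of growth (chromosome 15 of GRCm38, 61985341 to 61990361), and *Lrig1* were both detected in a larger share of lin+ cells of deposited cluster 0 than of clusters 1, 2 and 3. *Myc* had reads in 66.7% (exact 95% interval 58.3–74.3) of cluster 0, 61.5% (40.6–79.8) of cluster 1, 45.6% (35.0–56.4) of cluster 3 and 33.3% (22.9–45.2) of cluster 2. In the small clusters 4 and 5 it had reads in 8 of 10 and 4 of 6 lin+ cells, and *Lrig1* in 0 and 5. Thinned to one depth the shares of *Myc* in clusters 0, 1, 3 and 2 were 67.4%, 57.7%, 43.3% and 25.4%. The *Lrig1* share in wound cells of cluster 0 was 51.7%, against 32.1% in its unwounded cells (48.7% and 25.0% thinned). By day, *Myc* had reads in 17.0% and 54.3% of lin+ cells at day 0 (replicates 1 and 2), 49.5% at day 6, 59.5% and 63.6% at day 9, and 71.9% and 74.5% at day 11. Its log2 fold change over days 9 and 11 against day 0 was 1.11 (standard error 0.79, adjusted p = 0.657, limma), with 3.24 in replicate 1 and −1.02 in replicate 2. Without day 0 replicate 2 it passed (3.34, adjusted p = 0.00680, limma), and without day 0 replicate 1 its sign turned (−1.12).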

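Across lin+ wound cells, levels of *Myc* and *Lrig1* went together weakly, and across unwounded lin+ cells hardly at all. Spearman's correlation was 0.262 over 258 wound cells and 0.0306 over 93 unwounded cells. Within mouse sets it was 0.212 at day 6, 0.0970 and 0.148 at day 9, and 0.421 and 0.356 at day 11 (replicates 1 and 2), and −0.101 and 0.115 at day 0. With the number of genes detected per cell held constant (partial correlation), the value in wound cells was 0.172, and after ComBat 0.136. Cells of a mouse set are not independent replicates, so no p is given, and the 4 relations of *Myc* were the only ones computed.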

Biaxial plots showed that the level of co-expression of Myc and Lrig1 in wound cells was higher than in control cells (*r* = 0.24 and *r* = 0.05, respectively) (Fig. 3c). This was associated with proliferation as indicated by Ki67 expression (*r* = −0.09 in control cells and *r* = 0.13 in wound cells) (Fig. 3c).

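*Myc* and *Mki67*, the gene of the proliferation marker Ki67, had a weak positive relation across lin+ wound cells and a weak negative one across unwounded lin+ cells. Spearman's correlation was 0.123 over wound cells and −0.166 over unwounded cells. Within mouse sets it was 0.00724 at day 6, 0.182 and −0.0682 at day 9, 0.334 and 0.209 at day 11, and −0.172 and −0.225 at day 0 (replicates 1 and 2), so its sign differs between the day 9 replicates. Held at constant genes per cell, the value in wound cells was −0.0299, and after ComBat 0.246. *Mki67* had reads in 12.8% and 15.2% of lin+ cells at day 0, 11.8% at day 6, 26.2% and 29.5% at day 9, and 15.6% and 34.0% at day 11.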

To investigate the potential interplay between Gata6 and Myc, we performed colony formation assays, an in vitro measure of stem cell number, with cultured mouse epidermal cells. Keratinocytes from K14MycER mice, in which tamoxifen-inducible Myc is overexpressed in basal cells via the Krt14 promoter^23^, were transduced with a doxycycline-inducible GATA6 lentiviral vector (Fig. 3d and Extended Data Fig. 3e–h). The combination of Gata6 and Myc overexpression resulted in increased colony formation (Fig. 3d,e) and reduced expression of the terminal differentiation marker involucrin (*Ivl*) (Fig. 3f). There was an increase, although not significant, in colony area (Extended Data Fig. 3e).These results suggest a synergistic effect of Gata6 and Myc in stem cell expansion.

### Dedifferentiation in wounded and unwounded epidermis

The number of Gata6^+^ cells increases in intact HFs adjacent to a wound^14^. Immunostaining showed an increased percentage of Gata6lin^+^Lrig1^+^ cells in HFs proximal to wounds compared with distal HFs (Fig. 4a,b). In addition, Myc was detected in the nuclei of Gata6lin^+^ cells, whether or not they co-expressed Lrig1 (Fig. 4a,c). The location of these cells led us to speculate that dedifferentiation of Gata6lin^+^ cells occurs within the upper HF. Consistent with this, live cell imaging of anaesthetized mice showed that before Gata6lin^+^ cell migration into the IFE, the Gata6lin^+^ compartment expanded within the HFs at the wound margin (Extended Data Fig. 4a,b).

**Fig. 4:**
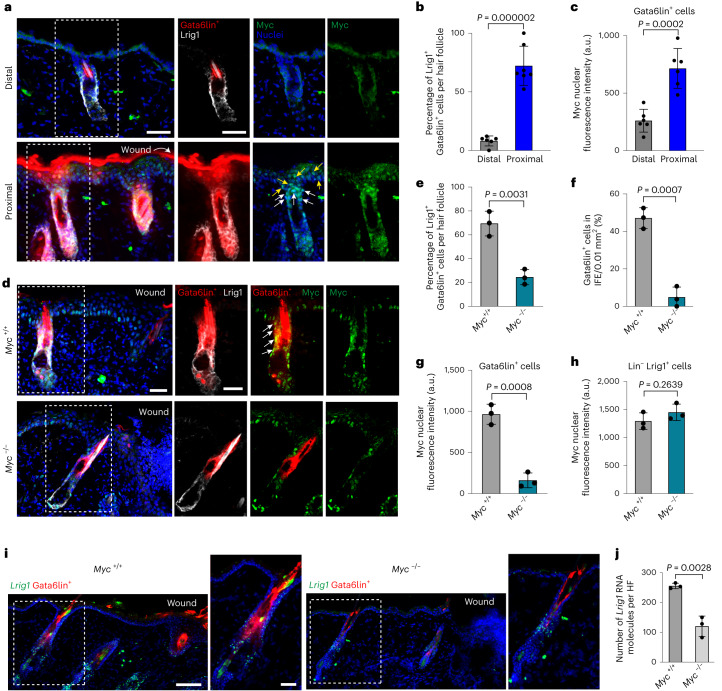
Myc is required for wound-induced dedifferentiation of Gata6lin^+^ cells. **a**, Representative sections of HFs distal and proximal to the wound site showing tdTomato Gata6lin^+^ cells stained for Lrig1 (grey) and Myc (green). Boxed regions show separation of channels. White and yellow arrows indicate Myc-expressing cells from the uHF and the IFE, respectively. Scale bar, 40 µm. *n* = 7 independent experiments. **b**,**c**, Bar graphs showing the percentage of Gata6lin^+^ cells expressing Lrig1 per HF (**b**) or Myc nuclear intensity (**c**). Data are the mean ± s.d. *n* = 7 mice (**b**); *n* = 6 mice (**c**). **d**, Skin of *Myc*^+/+^ and *Myc*^−/−^ mice showing tdTomato Gata6lin^+^ cells expressing Myc (green) and Lrig1 (grey). Arrows indicate Gata6lin^+^ cells expressing Myc. Note that Gata6lin^+^ cells in *Myc*^−/−^ mice do not express Myc. Scale bar, 40 μm. Representative images from *n* = 3 independent experiments. **e**,**f**, Bar graphs showing the percentage of Gata6lin^+^ cells expressing Lrig1 per HF adjacent to wound (**e**) and per 0.01 mm^2^ of healing IFE (**f**) in *Myc*^+/+^ and *Myc*^−/−^ mice. Data are the mean ± s.d. *n* = 3 mice per group. **g**,**h**, Bar graphs showing fluorescence intensity of nuclear Myc in Gata6lin^+^ cells (**g**) and lin^−^ Lrig1^+^ cells present in HFs (**h**). Data are the mean ± s.d. *n* = 3 mice per group. **i**, Detection of *Lrig1* by mRNA in situ hybridization in skin sections of *Myc*^+/+^ and *Myc*^−/−^ mice showing tdTomato^+^ Gata6lin^+^ cells. Scale bars, 200 µm (overview) and 40 µm (magnification). Representative images from *n* = 3 independent experiments. **j**, Quantification of the number of *Lrig1* RNA molecules per HF. Data are the mean ± s.d. *n* = 3 mice per group. Two-tailed Student’s unpaired *t*-test was used to determine statistical significance in **b**, **c**, **e**–**h** and **j**. Source data

To investigate whether Myc was required for dedifferentiation, we analyzed Gata6lin^+^ cells following deletion of Myc via the Gata6 promoter (Gata6CreER × Myc flox/flox mice). There was a reduced percentage of Lrig1^+^Gata6lin^+^ cells and Gata6lin^+^ cells in the IFE of healing wounds (Fig. 4d–g), indicating that Myc is necessary for dedifferentiation following wounding. Myc deletion in Gata6lin^+^ cells did not affect Myc expression in Lrig1^+^ lin^−^ cells (Fig. 4h), or lin^−^ cells in the IFE and bulge (Extended Data Fig. 4c). Although there were fewer Gata6lin^+^ proliferative cells, there was no impact on the number of Lrig1^+^ lin^−^ proliferative cells (Extended Data Fig. 4d,e), suggesting that Myc is required for proliferation of the Gata6 lineage after wounding. This is consistent with the finding that Myc overexpression in unwounded epidermis results in Gata6 being expressed in the IFE and in Lrig1 lineage cells extending upwards into the adjacent IFE^14,24^.

Epidermal thickening is part of normal wound healing (Extended Data Fig. 4f). Myc deletion in Gata6^+^ cells impaired injury-induced thickening of the upper HF (Extended Data Fig. 4g). mRNA in situ hybridization for *Lrig1* (upper HF), *Lgr6* (IFE and upper HF), and *Lgr5* (bulge) following injury revealed that Myc deletion resulted in fewer *Lrig1*^*+*^ cells (Fig. 4i,j), whereas *Lgr5* and *Lgr6* expression was unaffected (Extended Data Fig. 4h,i). This suggests that, upon wounding, Gata6lin^+^ cells act as a reservoir of Lrig1^+^ cells in a Myc-dependent manner.

To explore whether Myc was also required for expansion of Gata6^+^ cells in unwounded skin, we treated epidermis with RA, which is known to induce expansion of the Gata6 compartment^14^ and epidermal hyperplasia^25^. Deletion of Myc prevented RA-induced thickening of the upper HF but not the IFE, and blocked RA-induced dedifferentiation of the Gata6 lineage (Extended Data Fig. 5a–d). We speculate that RA signalling is involved in dedifferentiation of Gata6^+^ cells, in keeping with reports that RA promotes reprogramming of induced pluripotent stem cells^26,27^.

Since wound healing and RA treatment both result in epidermal thickening, we next examined whether mechanical expansion of the epidermis can induce dedifferentiation of Gata6lin^+^ cells. Mechanical expansion was induced by dermal injection of a methylcellulose-based hydrogel (Extended Data Fig. 5e). Hydrogel implantation induced a mechanical response in the epidermis 1 day after injection, as indicated by an increase in nuclear YES-associated protein 1 (YAP1) and megakaryoblastic leukaemia/myocardin-like 1 (MAL), two modulators of mechanotransduction^28^ (Fig. 5a,b). There was a two-fold increase in proliferation 2 days after injection; proliferation returned to control levels by day 7 (Extended Data Fig. 5f,g). Epidermal thickness increased approximately two-fold by day 4 (Fig. 5c,d and Extended Data Fig. 5h). Gata6lin^+^ cells started migrating into the suprabasal layers of the IFE 1 day after injection, and some were located in the basal layer (Fig. 5e–g). They progressively moved into the basal layer and expressed Lrig1 (Fig. 5f–h). Thus, hydrogel-induced epidermal expansion induces dedifferentiation of Gata6lin^+^ cells.

**Fig. 5:**
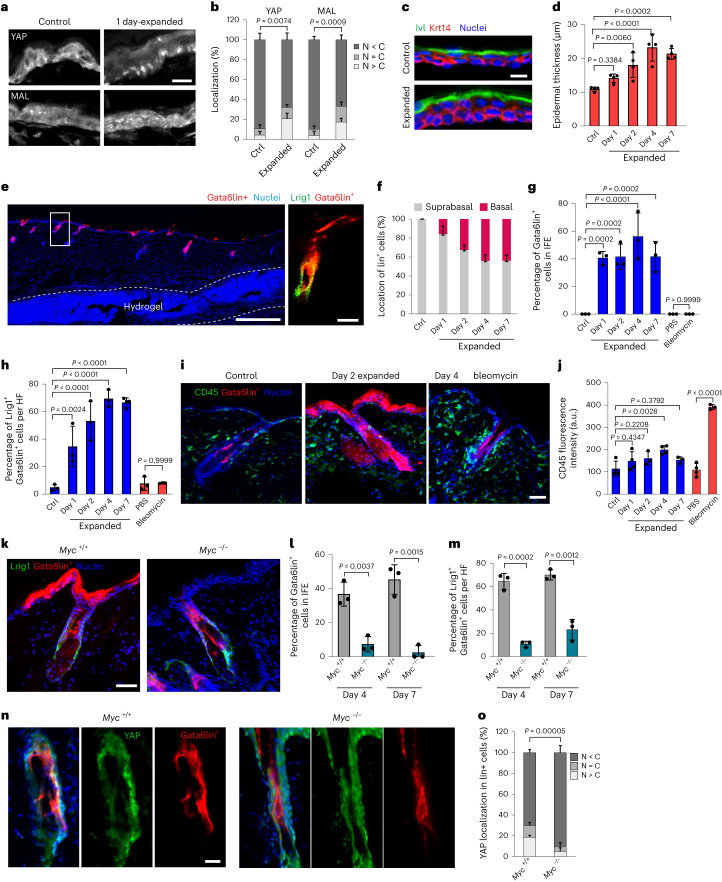
Myc-dependent hydrogel-induced dedifferentiation. **a**, Skin sections of control and hydrogel-injected mice stained for YAP (top) and MAL (bottom). Scale bar, 20 µm. **b**, Percentage of cells showing nuclear YAP or MAL (N > C), even distribution of YAP or MAL (N = C) and cytoplasmic YAP or MAL (N < C). Data are the mean ± s.d. *n* = 3 mice. **c**, Epidermal sections of control and hydrogel-injected mice stained for Ivl and Krt14. Scale bar, 10 µm. **d**, Bar graph showing IFE thickness (µm) of control and hydrogel-injected mice. Data are the mean ± s.d. *n* = 4 mice. **e**, Representative skin section showing position of the injected hydrogel (dashed line). Gata6lin^+^ cells and DAPI nuclear labelling are shown. Scale bar, 500 µm. Boxed region shows magnified HF stained for Lrig1. Scale bar, 40 µm. *n* = 3 independent experiments. **f**–**h**, Bar graphs showing the percentage of suprabasal and basal Gata6lin^+^ cells (**f**), the percentage of Gata6lin^+^ cells in IFE (**g**) and the percentage of Gata6lin^+^ cells expressing Lrig1 per HF (**h**) in control, hydrogel-injected and bleomycin-treated mice. Data are the mean ± s.d. *n* = 3 mice. **i**, Skin sections showing tdTomato Gata6lin^+^ cells stained for CD45. Scale bar, 40 µm. **j**, Bar graph showing CD45 fluorescence intensity (a.u.) in hydrogel and bleomycin-treated mice. Data are the mean ± s.d. *n* = 3 mice (day 2, day 7, bleomycin); *n* = 4 mice (control, day 1, day 4, PBS). **k**, Skin sections of *Myc*^+/+^ and *Myc*^−/−^ hydrogel-injected mice showing tdTomato Gata6lin^+^ cells stained for Lrig1. Scale bar, 40 µm. **l**,**m**, Percentage of Gata6lin^+^ cells in the IFE (**l**) and Gata6lin^+^ cells expressing Lrig1 per HF (**m**). Data are the mean ± s.d. *n* = 3 mice. **n**, Skin sections of *Myc*^+/+^ and *Myc*^−/−^ hydrogel-injected mice showing tdTomato Gata6lin^+^ cells stained for YAP. Scale bar, 20 µm. **o**, Percentage of cells showing nuclear YAP (N > C), even distribution of YAP (N = C) and cytoplasmic YAP (N < C). Data are the mean ± s.d. *n* = 3 mice. Two-tailed Student’s unpaired *t*-test was used to determine statistical significance in **b**, **l**, **m** and **o**. One-way ANOVA with Šidák’s multiple comparisons test was used to determine statistical significance in **d**, **g**, **h** and **j**. Source data

Whereas inflammation is part of normal skin wound healing, it has previously been reported that epidermal proliferation after hydrogel implantation is not linked to inflammation^29^. In agreement with that conclusion, based on the number of CD45-positive cells in the skin, inflammation peaked 4 days after hydrogel implantation (Fig. 5i,j), 2 days after the increase in proliferation (Extended Data Fig. 5f,g). To further rule out a causal role for local inflammation in epidermal thickening and dedifferentiation, we injected mice with bleomycin. Bleomycin caused a strong inflammatory response, as judged by increased immune cells and upregulation of the inflammatory markers *Tnfa* and *Ccl2* (Fig. 5i,j and Extended Data Fig. 5i). However, epidermal thickness was not affected (Extended Data Fig. 5j) and bleomycin-treated mice did not show migration of Gata6lin^+^ cells or conversion of Gata6lin^+^ cells to the Lrig1 lineage (Fig. 5g–i). Although we cannot exclude the possibility that inflammation can trigger dedifferentiation in some contexts, bleomycin-induced inflammation was not involved in dedifferentiation of Gata6lin^+^ cells.

As in the case of wounding and RA treatment, Myc deletion in the Gata6 lineage blocked the increase in thickness of the upper HF caused by mechanical expansion (Extended Data Fig. 5k). The number of Lrig1^+^Gata6lin^+^ cells in the HF and Gata6lin^+^ cells in the IFE was significantly reduced by loss of Myc (Fig. 5k–m). Myc deletion also impaired activation of YAP and MAL in Gata6lin^+^ cells (Fig. 5n,o and Extended Data Fig. 5l,m), suggesting that Myc is required for mechanotransduction associated with dedifferentiation. Hydrogel-expanded control epidermis showed an increase in Ki67^+^ Gata6lin^+^ cells compared with untreated mice (Extended Data Fig. 5n,o). However, Myc deletion led to a reduced number of proliferative Gata6lin^+^ cells (Extended Data Fig. 5n,o), indicating that Myc is necessary for Gata6lin^+^ proliferation upon hydrogel injection.

Altogether, we provide evidence that in three different contexts (wound healing, RA treatment and mechanical expansion), Myc is required for dedifferentiation of Gata6^+^ epidermal cells.

### Mechanical response associated with dedifferentiation

There is a growing appreciation that physical properties are a key regulatory component of the stem cell niche^30^, and we have recently reported that stiffness of epidermal cells is modulated by their neighbours and the topography of the basal layer^31^. We therefore investigated whether wounding affects the physical properties of cells in the upper HFs, where Gata6 lineage cells reside. Atomic force microscopy (AFM) has been used to assess the mechanical properties of mouse epidermis^32^ and human HFs^33^ in histological sections. We measured epidermal stiffness in the upper HF, excluding hair shafts and dermis from the measurements. Distal HFs of *Myc*^−/−^ mice were stiffer than those of wild-type mice (Fig. 6a–c). Proximal HFs in wild-type mice were stiffer than distal HFs, whereas in *Myc*^−/−^ mice there was no significant difference (Fig. 6a–c). Thus, the difference in stiffness between upper distal and proximal HF found in wild-type skin was abolished on deletion of Myc, indicating that Myc is required for the change in upper HF stiffness induced by injury.

**Fig. 6:**
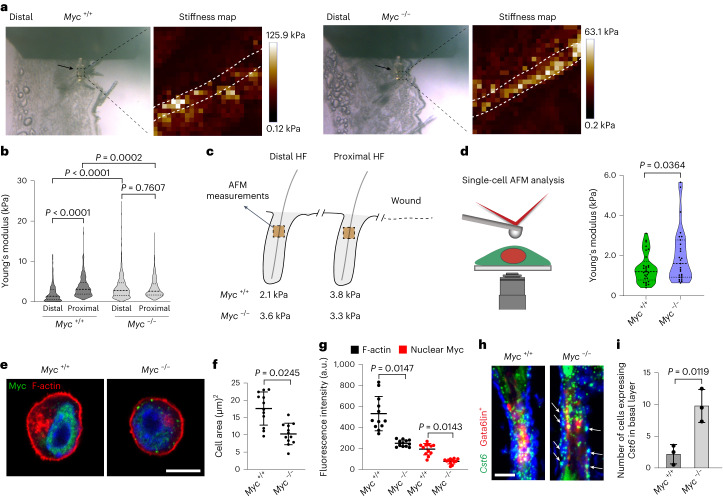
Effect of Myc deletion on cell stiffness and the actin cytoskeleton. **a**, Representative brightfield images and Young’s modulus maps of HFs distal to wounds in *Myc*^+/+^ and *Myc*^−/−^ mice. Boxed regions show the upper HF regions that were measured by AFM. Each square corresponds to the Young’s modulus obtained from one force-distance curve. The dashed lines mark hair shafts. The arrows indicate the tip of the cantilever. Representative images from *n* = 3 independent experiments. **b**, Epidermal cell stiffness was analyzed in HFs by AFM. Violin plots show Young’s modulus (kPa) in distal and proximal HFs of *Myc*^+/+^ and *Myc*^−/−^ mice (deleted via the Gata6 promoter). A total of 150 measurements were analyzed per region. At least 18 HFs (9 distal and 9 proximal) from 3–4 mice per group were analyzed. **c**, Schematic showing Young’s modulus means (kPa) obtained in **b**. Note that in the absence of Myc there is no difference in stiffness between distal and proximal HFs. **d**, Schematic of single-cell AFM analysis and violin plots showing Young’s modulus (kPa) measurements of *Myc*^+/+^ and *Myc*^−/−^ keratinocytes. A total of 29 *Myc*^+/+^ cells and 27 *Myc*^−/−^ cells from three independent experiments were analyzed. **e**, Cells stained with phalloidin (red), anti-Myc (green) and DAPI (blue). Scale bar, 10 µm. **f**,**g**, Bar graphs show cell area (µm^2^) (**f**) and fluorescence intensity of F-actin and nuclear Myc (**g**) in *Myc*^+/+^ and *Myc*^−/−^ keratinocytes. *n* = 12 cells per condition from 2 independent experiments. **h**, Detection of *Cst6* by mRNA in situ hybridization in HFs of *Myc*^+/+^ and *Myc*^−/−^ mice showing tdTomato Gata6lin^+^ cells. Arrows indicate cells in the basal layer expressing *Cst6*. Scale bar, 20 µm. **i**, Quantification of the number of cells per HF expressing *Cst6* in the basal layer. Data are the mean ± s.d. *n* = 3 mice per group. Two-tailed Mann–Whitney test was used to determine statistical significance in **b**. Two-tailed Student’s unpaired *t*-test was used to determine statistical significance in **d**, **f**, **g** and **i**. Source data

We also flow sorted Gata6lin^+^ cells from *Myc*^+/+^ and *Myc*^−/−^ mice, allowed them to adhere and spread and then analyzed them by AFM at single-cell resolution (Fig. 6d). This allowed us to rule out potential effects of the extracellular matrix or neighbouring cells in skin sections. Consistent with the results observed in distal HF, Myc-depleted cells showed an increased stiffness (Fig. 6d). This correlated with a decrease in cell area and cortical actin (Fig. 6e–g), in agreement with reports that Myc knockout reduces epidermal cell size^34^ and that this correlates with stiffer substrates^35^.

The keratin cytoskeleton is known to modulate cell stiffness and keratin-free cells are more deformable than cells with depolymerized actin^36^. Deletion of Myc in the Gata6 lineage resulted in changes in the keratin cytoskeleton, as judged by expression of Krt10 (Extended Data Fig. 6a,b). Additionally, expression of the suprabasal uHF marker *Cst6* in the basal layer indicated premature differentiation (Fig. 6h,i), consistent with an earlier report that Myc deletion induces differentiation^34^. The spinous and granular layers of the IFE are stiffer than the basal layer^32^, and so premature differentiation and associated changes in the keratin cytoskeleton could potentially explain the increase in stiffness in Myc-depleted keratinocytes we observed. This is consistent with a report showing that keratin networks regulate actin re-organization^37^.

Quantitation of F-actin revealed a higher number of filamentous structures and lower lacunarity in wound proximal than distal upper HFs (Fig. 7a–c), reflecting increased F-actin polymerization and stress fibres^38^. The actin cytoskeleton was disrupted in Myc-depleted Gata6lin^+^ HFs, which correlated with a reduced number of filaments and higher lacunarity (Fig. 7a–c). Similar effects of Myc deletion were observed in RA-treated (Extended Data Fig. 6c–e) and hydrogel-treated skin (Extended Data Fig. 6f–h), indicating that in three different contexts actin remodelling is associated with dedifferentiation of Gata6lin^+^ cells and is dependent on Myc expression.

**Fig. 7:**
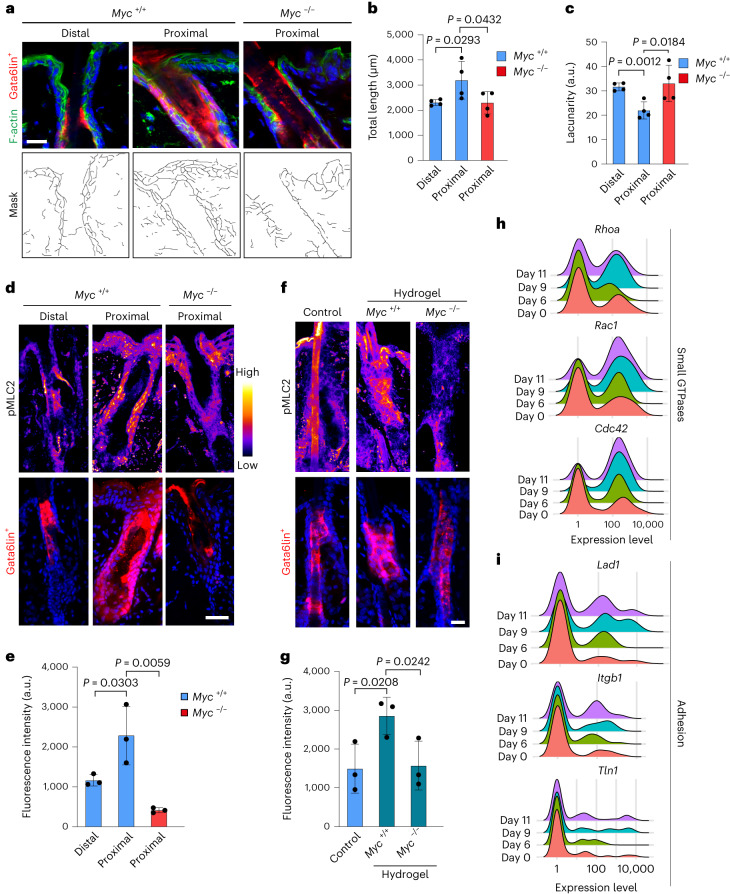
Myc-dependent actin network remodelling and cell contractility. **a**, Top: skin sections of HFs distal and proximal to wounds showing tdTomato Gata6lin^+^ cells stained with phalloidin (green) and DAPI (blue). Bottom: masks were obtained using the ImageJ plugin TWOMBLI. Scale bar, 20 µm. Representative images from *n* = 4 independent experiments. **b**,**c**, Bar graphs show total length (µm) (**b**) and lacunarity (a.u.) (**c**) obtained in distal and proximal HFs of *Myc*^+*/+*^ mice and proximal HFs of *Myc*^−/−^ mice. Data are the mean ± s.d. *n* = 4 mice per condition. **d**–**g**, Wounded skin sections (**d**) and skin sections of hydrogel-injected mice (**f**) showing tdTomato Gata6lin^+^ cells were stained for pMLC2 and colour-coded for signal intensity with ImageJ. Bar graphs show fluorescence intensity of pMLC2 in wounded (**e**) and hydrogel-injected (**g**) epidermis of *Myc*^+*/+*^ and *Myc*^−/−^ mice. The hair shaft was excluded from the analysis and only areas containing tdTomato^+^ cells were measured. Data are the mean ± s.d. *n* = 3 mice per condition. Scale bars, 20 µm. **h**,**i**, Ridgeline plots showing expression of the small GTPases *RhoA*, *Rac1* and *Cdc42* (**h**), and the adhesion markers *Lad1*, *Itgb1* and *Tln1* (**i**) at days 0, 6, 9 and 11 post-wounding. Data are from two independent biological replicates per timepoint. All Gata6lin^+^ cells from the scRNA-seq data were analyzed. Two-tailed Student’s unpaired *t*-test was used to determine statistical significance in **b**, **c**, **e** and **g**. Source data

To assess the effect of Myc on contractility of Gata6lin^+^ cells following wounding, we analyzed the levels of myosin-II phosphorylation by immunofluorescence labelling. Myc-depleted cells in HFs proximal to wounds showed reduced levels of myosin-II phosphorylation compared with control cells, indicating reduced contractility^39^ (Fig. 7d,e). We observed a similar phenotype in hydrogel-injected mice, where Myc impairment prevented the activation of pMLC2 caused by hydrogels (Fig. 7f,g). This is consistent with the evidence that hydrogels cause mechanical changes in the epidermal layer that in Gata6lin^+^ cells are prevented by Myc deletion (Fig. 5a,b,n,o and Extended Data Fig. 5l,m).

It has been reported that regulators of epidermal cell stretching are upregulated during wound healing and that cell stretching induces actomyosin cytoskeleton remodelling^29^. This led us to predict that actomyosin regulators would be upregulated in dedifferentiating Gata6lin^+^ cells. We found that the small GTPases *Rac1*, *RhoA* and *Cdc42*, as well as other actomyosin regulators, such as *Arpc4* and *Cnbp*, were upregulated in dedifferentiating cells (Fig. 7h and Extended Data Fig. 6i). This is in agreement with the finding that Gata6 regulates genes involved in processes such as tube development and cell motility^14^. Moreover, Myc is known to regulate many genes involved in keratinocyte adhesion^40^. 

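The small GTPase genes *Rac1*, *Rhoa* and *Cdc42* and the actomyosin regulators *Arpc4* and *Cnbp* did not pass between day 0 and day 9 and 11 lin+ cells, although more cells had reads of each. *Rac1* (chromosome 5 of GRCm38, 143505481 to 143528031) had reads in 45 of 93 unwounded and 128 of 165 wound cells, and its mean level had a log2 fold change of 0.12 (standard error 0.41, adjusted p = 0.946, limma). Reads went from 44 to 109 of these cells for *Rhoa*, 42 to 138 for *Cdc42*, 40 to 108 for *Arpc4* and 62 to 158 for *Cnbp*. *Rhoa* had −0.53 (standard error 0.54, adjusted p = 0.756, limma) and *Cdc42* −0.49 (standard error 0.41, adjusted p = 0.705, limma). *Arpc4*, a subunit of the Arp2/3 complex, had 0.53 (standard error 0.52, adjusted p = 0.745, limma) and *Cnbp* 0.51 (standard error 0.36, adjusted p = 0.650, limma). Of 37 genes of the actin cytoskeleton and actomyosin, 18 were positive and 19 negative (camera adjusted p = 0.692). A cell counts as wound cell here by its day, not by a cluster or by *Lrig1*.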

Consistent with this, cell adhesion genes *Lad1*, *Itgb1* and *Tln1*, upregulated in stretched-mediated skin expansion^29^, were also upregulated in dedifferentiating cells (Fig. 7i).

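The adhesion genes *Lad1*, *Itgb1* and *Tln1* did not pass between day 0 and day 9 and 11 lin+ cells. *Lad1*, a protein of basement membrane anchoring filaments, had a log2 fold change of 0.82 (standard error 0.42, adjusted p = 0.544, limma), positive in both replicates (0.65 and 1.00). *Itgb1*, the β1 integrin, had −0.17 (standard error 0.65, adjusted p = 0.952, limma) and *Tln1*, which links integrins to actin, −0.78 (standard error 0.57, adjusted p = 0.664, limma). Cells with reads went from 22 of 93 unwounded to 88 of 165 wound cells for *Lad1*, from 27 to 67 for *Itgb1* and from 26 to 62 for *Tln1*. Of 18 genes of focal adhesions, 6 had a positive and 12 a negative log2 fold change, and none passed (camera adjusted p = 0.344).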

Together our data demonstrate that epidermal cell stretching and dedifferentiation share common transcriptional profiles and that Myc regulates cell contractility associated with dedifferentiation.

## Discussion

Here we have obtained insights into the molecular mechanisms underlying epidermal dedifferentiation. Transcriptionally, Gata6lin^+^ cells that had undergone dedifferentiation to Lrig1^+^ stem cells were indistinguishable from Gata6lin^−^Lrig1^+^ cells. 

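Among wound cells with at least 1 read of *Lrig1*, lin+ cells had higher *Krt79*, *H2-Aa* and *Ifitm3* than lin- cells of the same mice, and by limma no gene was lower. *Krt79*, the upper follicle keratin, was higher by a log2 fold change of 1.41 (standard error 0.15, adjusted p = 0.0401, limma), and *Ifitm3* by 1.34 (standard error 0.14, adjusted p = 0.0401, limma). The class II gene *H2-Aa* was higher by 6.95 (standard error 0.79, adjusted p = 0.0410, limma), a size that rests on the value of 1 added before the log. Of 10 markers of the upper follicle and sebaceous duct, all had a positive log2 fold change and 7 were higher when adjusted over the list alone (camera adjusted p = 8.09e-05; adjusted p = 0.227 with an estimated correlation). Of 6 class II genes, 4 were higher when adjusted over the list alone (camera adjusted p = 7.52e-07; adjusted p = 0.227 with an estimated correlation). lin+ sets held 17 or 18 such cells and lin- sets 5 to 14, in 5 mouse sets. Each of the 3 genes failed when any 1 mouse set or either replicate was left out, which left 0 genes each time (limma, with 461 to 569 genes at an unadjusted p under 0.05). DESeq2 called 634 higher and 245 lower and edgeR 0 on recovered reads, and with no replicate block limma called 1 higher and 1 lower. With no filter on low values it called 0, with 666 at an unadjusted p under 0.05.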

Dedifferentiation occurred via reversal of the normal differentiation trajectory (Fig. 2g), contrasting with recent findings that reprogramming of induced pluripotent stem cells to naïve pluripotency is not a reversion of the developmental pathway^41^.

So far, the Gata6 lineage of the SD is the only differentiated epidermal subpopulation that is known to revert to stem cells in vivo. The fact that dedifferentiation is not detected in lineage-traced and photo-labelled suprabasal IFE cells upon injury^42–44^ probably reflects the unique characteristics of the duct microenvironment. It is also possible that the onset of dedifferentiation is more rapid in the SD than the IFE^44^. Our findings, however, are consistent with evidence of dedifferentiation by cultured keratinocytes on transplantation^45^, and the ability of Blimp1^+^ differentiated sebocytes to dedifferentiate and initiate self-renewal in culture^46^.

We identified the master TF Myc as a driver of dedifferentiation. Effects of Myc expression on undifferentiated epidermal cells are dose and context dependent^22,47^. Myc expression varied along the pseudotime trajectory from cluster 3 to cluster 1 (Fig. 3b). Thus, we speculate that, upon damage, Myc has a dual role in Gata6lin^+^ cells: low levels stimulate dedifferentiation and proliferation while high levels promote subsequent differentiation in the HF and the IFE.

The interplay between Myc and Gata6 is supported by other studies. In embryonic stem cells, Myc suppresses Gata6, impairing endoderm differentiation while favouring pluripotency^48^. In addition, Myc is an oncogene, and Gata6 acts as a tumour suppressor in sebaceous carcinogenesis^49^.

Hydrogel-mediated epidermal expansion had a more pronounced effect on dedifferentiation than wound healing, since basal lin^+^ cells were detected 1 day after implantation (Fig. 5f), compared with 9 days after wounding (Extended Data Fig. 1b,c). Yap, MAL and pMLC2 were activated in Gata6lin^+^ cells after hydrogel injection, indicating that the SD responds to mechanical cues. Myc deletion abrogated this response, in line with reports that Myc and Yap cooperate to integrate mechanical and mitogenic signals^50^. The exact mechanisms by which mechanical forces are transmitted to the Gata6 population to induce Myc activation remain unclear. HF orientation, re-arrangement of cell junctions or changes in cell stiffness could potentially be involved. The extent to which mechano-signalling contributes to dedifferentiation compared with damage signalling pathways also requires further investigation.

We propose that physical space availability is a key feature of dedifferentiation. This would explain why when Lgr5^+^ lower bulge cells are ablated, they can be replaced by upper bulge cells^51^. Similarly, when bulge HF stem cells are laser ablated, cells at the junctional zone can repopulate the bulge^52^. Following injury, Lrig1lin^+^ cells reach the IFE before Gata6lin^+^ cells^14^. Therefore, it is plausible that during wound healing the Lrig1^+^ cells that migrate into the IFE leave space for Gata6lin^+^ cells to migrate downward within the uHF, providing a reservoir that fuels the HF with Lrig1^+^ cells that subsequently migrate into the IFE. In undamaged epidermis the cells are tightly packed and constrained by extensive cell–cell and cell–extracellular matrix adhesions.

During durotaxis cell migration is directed via stiffness gradients. Durotaxis in vivo is understudied^53^. Following wounding there is a difference in stiffness between distal and proximal HFs that is lost on Myc deletion (Fig. 6b). This suggests that durotaxis may occur during epidermal wound healing and that Myc is required to generate dynamic stiffness gradients. The fact that Gata6lin^+^ cells lacking Myc do not respond to stiffness stimuli is indicative of the mechanical properties of the SD. Since the cytoplasm of epidermal cells is relatively small, the mechanical response observed upon wounding is probably dominated by nuclear rigidity. Further AFM studies will be required to determine the extent to which Myc affects cytoplasmic and nuclear stiffness.

Our findings are consistent with increased cell contractility and stiffness positively regulating epithelial cell migration during wound healing^54^, with the abundance of stress fibres regulating cell stiffness^55^ and the finding that increased substrate stiffness induces Myc^56^. Mechanical stress regulates stem cell differentiation in *Drosophila*^57^ and stretching affects the balance between epidermal renewal and differentiation^29^. Changes in the actin cytoskeleton can prevent the nucleus from deformation^58^, leading us to speculate that mechanical factors upregulate Myc, which is in turn involved in actin network remodelling linked to dedifferentiation. Given the widespread expression of Myc in different tissues, the mechanism of dedifferentiation we have uncovered in the epidermis may turn out to be a general phenomenon.

## Methods

The research in this manuscript is in compliance with relevant ethical regulations.

### Mouse strains

All mouse procedures were subjected to local ethical approval at King’s College London (UK) and performed under a UK Government Home Office licence (PP70/8474 or PP0313918). Rosa26-fl/STOP/fl-tdTomato43 (ref. ^59^), CAGGS eGFP mice^60,61^ (The Jackson Laboratory, #003291), and Gata6EGFPCreERT2 mice^14^ have been described previously. Mice in which Myc was knocked out via the Gata6 promoter mice were generated by crossbreeding *c-Myc*^*fl/fl*^ mice^62^ (The Jackson Laboratory, #032046) with Gata6EFGPCreERT2 Rosa26-fl/STOP/fl-tdTomato43 mice. All mice used in the experiments were on C57BL/6J or mixed backgrounds. Experiments were carried out with male and female mice. No gender-specific differences were observed. For lineage-tracing experiments, 8–12-week-old mice received a topical dose of 4-hydroxy-tamoxifen (Sigma): 1 mg dissolved in 100 µl acetone applied to clipped back skin. To achieve *Myc* knockout (*Myc*^−/−^) in cells where epidermal *Gata6* was expressed and visualize Gata6^+^ cells, *c-Myc*^*fl/fl*^ Gata6EFGPCreERT2 Rosa26-fl/STOP/fl-tdTomato43 mice were treated topically with three doses of 4-hydroxy-tamoxifen every second day. *Myc*^+/+^ littermates were used as controls. All mice were housed under specific pathogen-free conditions in individually ventilated cages and a 12 h light–dark cycle. Room temperature was maintained at 22 ± 2 °C with 30–70% humidity. The investigators were not blinded to allocation during experiments and outcome assessment.

### Full-thickness skin wound and RA treatment

One week post tamoxifen treatment (day 0) full-thickness wounds were made with a circular biopsy punch (Stiefel) in dorsal (6 mm) skin under analgesia and anaesthesia. Smaller wounds (2 mm) were made for assessment of the early timepoints of wound healing, as this allows a faster closure (Extended Data Fig. 2d,e). To investigate the effects of RA, we treated the clipped back skin of 8–12-week-old mice in the telogen phase of the hair cycle with 200 μl of 0.5 mM all-*trans*-RA (Sigma) dissolved in acetone. Treatment was carried out daily for 5 days. Age-matched mice treated with acetone alone were used as controls.

### Hydrogel and bleomycin treatments

Eight- to 12-week-old mice were subcutaneously injected with a methylcellulose-based gel (4% methylcellulose and 4.5% ammonium sulfate in phosphate-buffered saline (PBS) mixed 1:1 with protamine sulfate (0.25 mg ml^−1^), which forms a gel at body temperature^63^. A 27-gauge needle was used to inject the mice (100 µl). Tissue was collected 1, 2, 4 and 7 days after injection. For bleomycin-induced inflammation, bleomycin was dissolved in PBS at a concentration of 0.05 mg ml^−1^ and injected subcutaneously into the back skin using a 27-gauge needle at a volume of 100 μl for 4 consecutive days. Inflammation was analyzed by CD45 immunostaining and *Tnfa* and *Ccl2* expression.

### Immunofluorescence staining and histology

Mouse tissue samples were embedded in optimal cutting temperature compound (OCT) (Life Technologies), processed and stained by conventional methods^64,65^. Frozen sections were fixed in 4% paraformaldehyde/PBS pH 7.4, permeabilized with 0.1% Triton X-100/PBS for 10 min at room temperature and blocked for 1 h at room temperature with immunofluorescence buffer containing 10% foetal bovine serum (Sigma-Aldrich), 3% bovine serum albumin (Sigma-Aldrich), 0.02% fish skin gelatin (Sigma-Aldrich), 0.05% Triton X-100, and 0.05% Tween 20 (Sigma-Aldrich) in PBS. Sections were then incubated overnight at 4 °C with the following primary antibodies: Krt14 (1:1,000, LL002 clone, Abcam ab7800 and 1:1,000, Covance SIG-3476); Itga6 (1:200, GoH3 clone, eBioscience 14-0495-81); Myc (1:100, Abcam ab32072); Ki67 (1:50, Novus Biologicals NB600-1252); Lrig1 (1:200, R&D Systems AF3688); Involucrin (1:500, ERLI-3 clone, in-house); CD45 (1:200, 30-F11 clone, eBioscience 14-0451-82); pMLC (1:100, Cell Signaling 3674); YAP (1:200, Cell Signaling 14074); MAL (1:200, Proteintech 21166-1-AP). Samples were labelled for 1 h at room temperature with the following secondary antibodies (1:500, Invitrogen): Donkey anti-Rabbit IgG Alexa Fluor 647 (A32795); Donkey anti-Rat IgG Alexa Fluor 647 (A48272); Donkey anti-Goat IgG Alexa Fluor 488 (A48272); Goat anti-Chicken Alexa Fluor 488 (A21449); Goat anti-Rabbit IgG Alexa Fluor 488 (A11034). Alexa 488 phalloidin (1:500, Invitrogen A12379) was used to label F-actin. 4′,6-Diamidino-2-phenylindole dihydrochloride (DAPI, Thermo Fisher Scientific) was used as a nuclear counterstain. Sections were mounted with ProLong Gold Antifade Mountant (Thermo Fisher). Images were obtained using a Nikon A1 or a Nikon A1R confocal microscope (Nikon) with 20× or 40× objectives and analyzed with ImageJ (National Institutes of Health, v1.53). To quantify the position of Gata6lin^+^ cells in HFs and in the wound bed after wounding, serial sections of half of each wound bed were examined. For haematoxylin and eosin staining, tissues were embedded in OCT, sectioned and post-fixed in 4% paraformaldehyde/PBS pH 7.4 for 10 min before staining by conventional methods. Images were acquired using a NanoZoomer 2.0RS Digital Slide Scanner (Hamamatsu Photonics K.K.) and analyzed using NPD viewer software (Hamamatsu, v2.7.43).

### Flow cytometry

Single keratinocytes from wounded and unwounded skin of Gata6EFGPCreERT2 Rosa26-fl/STOP/fl-tdTomato43 mice were isolated by flow sorting 6, 9 and 11 days after wounding, essentially as previously described^66^, and labelled with anti-CD45 APC (1:500, 30-F11 clone, eBioscience 17-0451-82) and anti-CD49f PE/Cyanine7 (Itga6) (1:500, BioLegend, clone GoH3 313611). Given the small number of cells that could be collected from individual wounds, samples were buffered by mixing with epidermal cells from CAGGS eGFP mice in which GFP is expressed in all cells via the CMV-β-actin promoter^61^. GFP^+^ epidermal cells were subsequently removed by sorting (Extended Data Fig. 1d). Cell sorting was performed on the BD FACSAria II cell sorter. For gate setting and compensation, unlabelled and single-labelled cells were used as controls. Data were analyzed using FlowJo software (v10.7.2). For single-cell sequencing, ten mice were used from two independent experiments per timepoint (*n* = 2 mice (day 9, one per replicate); *n* = 2 mice (day 11, one per replicate); *n* = 6 mice (day 6, 3 per replicate)). Control samples (*n* = 2 mice) were taken from unwounded skin of mice used for the day 9 and 11 timepoints.

### Live imaging of wound healing

Two-photon excitation microscopy was performed with a Nikon A1RMP upright microscope, equipped with a 25×/1.10 water-immersion objective lens (CF175 Apo LWD 25XW Nikon) and a Ti:sapphire laser (0.95 W at 900 nm) (Coherent Chameleon II laser). The laser power used for observation was 2–10%. Scan speed was 4 μs per pixel. The excitation wavelength was 770 nm for second harmonic generation, Hoechst 33342 and tdTomato signals. An IR-cut filter, IR-DM, was used. Hoechst 33342 and collagen (autofluorescence via second harmonic generation) signals were detected by 492 SP (Chroma); the tdTomato signal was detected by 575/25 (Chroma). *Z*-stack images were acquired with a view field of 0.257 mm^2^ in 5 μm steps. Mice aged 9–12 weeks were anaesthetized throughout imaging by inhalation of vapourized 1.5% isoflurane (MERIAL) and placed in the prone position on a heating pad. The ear was stabilized between a cover glass and a thermal conductive soft silicon sheet as previously described^67^. For nuclear staining, mice were injected with 200 μl of Hoechst 33342 (Molecular Probes) dissolved in PBS at 2 mg ml^−1^ via the tail vein 1 h before imaging. To image wound healing, 2 days after tamoxifen treatment, hairs were removed from mouse ear skin with depilation cream 1 h before wounding. Ear skin wounds were created with a mini router No. 28600 (Kisopowertool MFG). The wound healing process was imaged 3 days after wounding. Time-lapse images were acquired every 1 h. A total of three mice were examined. Acquired images were analyzed with ImageJ. Orthogonal images (Extended Data Fig. 4a) were reconstructed from *Z*-stack images with 20 pixels of Linewidth.

### Cell culture

Spontaneously immortalized keratinocytes isolated from K14MycER transgenic mouse founder line 2184C.1 (ref. ^23^) were cultured in calcium-free complete FAD medium comprising one part Ham’s F12, three parts Dulbecco’s modified Eagle medium and 10^−^^4^ M adenine (Gibco) supplemented with 10% foetal bovine serum (Gibco), 1% penicillin/streptomycin (Gibco), 1% l-glutamine (Gibco), 10 ng ml^−1^ epidermal growth factor (Peprotech), 0.5 μg ml^−1^ hydrocortisone (Sigma-Aldrich), 5 μg ml^−1^ insulin (Sigma-Aldrich) and 10^−^^10^ M cholera enterotoxin (Sigma-Aldrich) as described previously^68^. Keratinocytes were maintained on mitotically inactivated 3T3-J2 cells pre-treated with 4 μg ml^−1^ mitomycin (Sigma-Aldrich) for 2–3 h unless otherwise specified. 3T3-J2 cells were cultured in high-glucose Dulbecco’s modified Eagle medium (Sigma-Aldrich) with 10% adult bovine serum (Thermo Fisher Scientific) and 1% penicillin/streptomycin (Gibco). 3T3-J2 cells were originally obtained from Dr James Rheinwald (Department of Dermatology, Harvard Skin Research Center, the United States). Lentivirus-mediated transduction was performed as described previously^69^. The K14MycER keratinocyte line was infected with GATA6 lentivirus (pCW57–GFP–2A-GATA6) containing human GATA6 open reading frame (National Center for Biotechnology Information reference sequence NM_005257.5). pCW57–GFP–2A-MCS was used for mock lentiviral infection. The plasmids and vector maps are detailed in ref. ^69^. Keratinocyte stocks were maintained without 4-hydroxytamoxifen (Sigma-Aldrich) and/or doxycycline (Sigma-Aldrich). All cell stocks were routinely tested for mycoplasma contamination and found to be negative. For experiments cells were seeded on plates pre-coated with 20 μg ml^−1^ rat-tail collagen type I in PBS (BD Biosciences). A total of 2 μg ml^−1^ doxycycline (diluted in sterile water) was added to the growth medium to induce expression of *GATA6*, while 25 nM 4-OHT (diluted in ethanol) was used to induce *Myc* expression.

### Colony formation assay

To determine colony forming efficiency, 1,000 keratinocytes were seeded on mitotically inactivated 3T3-J2 cells per well in triplicate wells of six-well plates. After 12 days, feeders were removed and colonies were fixed in 4% paraformaldehyde (Sigma-Aldrich) for 10 min, then stained with 1% Rhodanile Blue (1:1 mixture of Rhodamine B and Nile Blue chloride) (Sigma-Aldrich).

### Real-time qRT–PCR

Total RNA extraction from cultured cells and complementary DNA synthesis was performed using Qiagen RNeasy Mini Kit (Qiagen) and the QuantiTect Reverse Transcription kit (Qiagen) respectively, according to the manufacturer’s instructions. Quantitative real-time reverse transcriptase polymerase chain reactions (qRT–PCR) were performed on a CFX384 Real-Time System (Bio-Rad Laboratories) using TaqMan Fast Universal PCR Master Mix (Life Technologies). Values were normalized to housekeeping genes (*Rn18*, *Gapdh* and/or *Tbp*) and relative quantification of gene expression was performed using either the 2^−^^ΔCt^ or 2^−^^ΔΔCt^ method. For each biological replicate, the reaction was performed in technical duplicates. Primers used in this study are listed in Supplementary Table 3.

### Statistics and reproducibility

Statistical analysis was performed with GraphPad Prism software (v9.5.1). Unless stated otherwise, data are expressed as the mean ± standard deviation (s.d.) of at least three independent experiments. Statistical significance was determined with the two-tailed Student’s unpaired *t*-test, ordinary one-way analysis of variance (ANOVA) with Šidák’s multiple comparisons test, or Mann–Whitney test. No statistical methods were used to pre-determine sample sizes, but our sample sizes are similar to those reported in previous publications^6,14,29^. No data points were excluded. Data distribution was assumed to be normal, but this was not formally tested. No randomization was done. Mice were categorized on the basis of genotype. To quantify the fluorescence intensity of nuclear Myc in an unbiased manner, we used DAPI as a nuclear mask and quantified the nuclear intensity of Myc in Gata6lin^+^ cells and lin^−^ cells. To quantify CD45 staining in skin sections, mean fluorescence was determined with ImageJ software and normalized to background. To quantify pMLC, ImageJ software was used to measure the integrated intensity. For calculation of epidermal thickness, we took measurements in the IFE and in the upper HF using Krt14 and Ivl as basal and suprabasal layer markers, respectively. In the case of haematoxylin-and-eosin-stained sections, we only measured epidermal thickness in regions that were vertically oriented as judged by the thickness of the basement membrane. Data collection and analysis were not performed blind to the conditions of the experiments.

### Library preparation and RNA sequencing

For single-cell sequencing, cells were sorted into individual wells of a 96-well plate containing 2 µl lysis buffer (0.8% (volume/volume), Triton X-100 and 2 U µl^−1^ recombinant RNase inhibitor (Clontech). Library preparation was performed with SmartSeq2 followed by the Nextera XT protocol (Illumina). Sequencing was performed on the Illumina HiSeq4000 75 PE. Two biological replicates per timepoint were analyzed, and batch-corrected (Extended Data Fig. 1g). In total, 684 cells were analyzed by scRNA-seq.

### Alignment, quantification and quality control of scRNA-seq data

Smart-seq2 sequencing data were aligned with STAR (version 2.2), using the STAR index and aligned to the GRCm38 reference genome. Gene-specific counts were calculated using the featureCounts method from Rsubread (version 3.7)^70^ with mm10 RefSeq annotation, and analyzed with Seurat version 4.1.1 (principal component analysis (PCA), Cluster, tSNE and UMAP)^71^. In the standard pre-processing workflow of Seurat, we selected 5,000 variable genes for PCA. Then we performed cell clustering and UMAP. The top 15 principal components (PCs) were used in cell clusters with the resolution parameter set at 0.5. Marker genes of each cell cluster/state were outputted for enrichment analysis using fgsea version1.16.0 package in R, which were used to define the cell types. Cell clusters were annotated on the basis of cell types from Joost et al. (2016)^15^. For most plots we used ggplot2 (v3.3.6).

### Processing and normalization of data

All Gata6lin^+^ and lin^−^ cells from day 0 (control, unwounded skin), day 6, day 9 and day 11 wounds were selected. Two biological replicates from two independent batches per timepoint were analyzed. Cells with fewer than 200 genes were removed (684 cells remained). 

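Of the 684 deposited cells, 4 have fewer than 200 genes detected in the combined table, all of them lin-: 1 each at day 0 replicate 1, day 6, day 9 replicate 1 and day 11 replicate 2. Without them 680 cells remain, and 640 cells have at least 1000 genes. The 4 cells are kept in the values reported here, where each weighs as much as any other cell of its set.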

Unexpressed gene counts were removed, and the dataset was normalized according to size factors and log-transformed. For combined analysis of different batches, we performed batch correction using the Bayesian-based method ComBat from the sva R package. The corrected data were used for further downstream analysis. Marker genes were identified with log(fold change) and min.pct ≥0.25 as cut-off by performing differential gene expression analysis between the clusters using Wilcoxon rank sum test. To present high-dimensional data in two-dimensional space, we generated UMAP using the results of PCA with significant 15 PCs as input.

### Pseudotime and trajectory analysis

We performed pseudotemporal ordering of all lineage-positive cells based on previous methods^72^. Monocle 2 v2.18.0 and Monocle 3 v0.1.3 were used for pseudotime analysis. For Monocle 2, batch effect information was passed into the residualModelFormulaStr option in the ‘reduceDimension’ function. Pseudotemporal ordering was performed on Combat-batch corrected data. The corrected data were scaled using the ScaleData function, regressing out mitochondrial genes that were manually curated from the Mouse MitoCarta2.0 database and taking only the top 100 genes based on MCARTA2.0_score. Following that step, the data were used as an input for dimension reduction using PCA and UMAP, performed using the Seurat package. The top 15 PCs were used in UMAP with default parameters. We considered all genes that were highly variable using Seurat’s FindVariableFeatures function to be pseudotime dependent. The UMAP space from the Seurat package was used as an input of the reduced dimensional function in Monocle 3.

### Cell fate transition analysis

We applied CellRank^73^ (v1.5.1) to assess cell dynamics based on our transcription profiles and trajectory analysis. Like Monocle 2, Monocle 3, Diffusion pseudotime^74^ and PAGA^75^, CellRank makes the assumption that cell transitions take place in small steps. CellRank models these transitions using Markov chain and computes directed transition probabilities based on a *k-*nearest neighbour (KNN) graph and PseudotimeKernel. Computing cell fate using CellRank involves two steps. The first step is to initialize the PseudotimeKernel to create a computing transition matrix. In the second step, computing projections are visualized on UMAP. We used pseudotime generated by Monocle 3 to initialize PseudotimeKernel and calculated the transition matrix using the compute_transition_matrix function. Then we computed and projected these transitions on UMAP using compute_projection function. Finally, we visualized the transitions using scvelo’s velocity_embedding_stream function.

### Transcriptional profile correlation between dedifferentiating and differentiating cells

Differentiating cells (Gata6lin^−^ cells expressing Lrig1 <1 from unwounded epidermis, *n* = 32 cells) and dedifferentiating cells (Gata6lin^+^ cells expressing Lrig1 >1 from wounds, *n* = 80 cells) were selected from the whole dataset and then subjected to selection of highly variable and differentially expressed genes between the two groups, as discussed in Results. 

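On the deposited values, 12 unwounded lin- cells had *Lrig1* above 0 and below 1 and 23 lin+ wound cells had *Lrig1* above 1, taking the natural log of 1 plus counts per 10000. A further 79 unwounded lin- cells had no read of *Lrig1* and 4 had a value above 1. With at least 1 read as the only criterion, the classes hold 16 and 89 cells. After batch correction with ComBat they hold 49 and 35. Of these 49, 46 were of the second batch, where only 5 unwounded lin- cells had a read of *Lrig1*. Most of the 49 thus have a value above 0 through the correction alone.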

Loess regression was used to understand the trend of gene expression correlation between differentiating and dedifferentiating cells. 

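Supplementary Table 1 as held lists 507 of these genes by name, and 500 of them have values in both batches. The rank sum rule applied again to the 12 differentiating and 23 dedifferentiating cells found here, without the paper's own choice of genes, gave 1005 genes.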

We obtained 545 genes (Supplementary Table 1) that were used to calculate the Loess regression on median expression values for both populations using the ggscatter function in ggpurb package in R with method=loess.

### Calculation of signature score of a gene set

For gene scoring analysis, gene sets were acquired from the MSigDB database, the Mouse Genome Informatics Gene Ontology Browser. Specific genes in each gene set related to cell identities are listed according to Joost et al. (2016)^15^. The TransferData function in Seurat R package was then used to calculate the anchors of each geneset in each cell. The two-sided Wilcoxon rank sum test was used to evaluate whether there were significant differences in the computed signature scores between two groups of cells.

### TFs controlling gene modules

After extracting the information related to the interaction of various mouse TFs and their effect on downstream or upstream genes, every gene module was subjected to comparison using the TRRUST database^17^ to filter out the TFs controlling a particular gene module. Next, we arranged all the Gata6lin^+^ cells according to pseudotime from left to right, to show the expression of those TFs with a spatial signature.

### Ligand-receptor analysis

To gain a computational perspective on cell–cell interactions, nichenetr version 1.0.0 was used^76^ to probe the intercellular influence on gene expression. The package not only predicts extracellular upstream regulators but also the affected target genes. The nichenetr pipeline was used to analyze the effect of the niche on dedifferentiation of Gata6lin^+^ cells. We assumed the surrounding cell population was the sender cells (Gata6lin^−^ cells) and those in the wound area (Gata6lin^+^ cells) were the target cells. First, we defined the genes expressed in both populations. Next, we selected the genes that were expressed (that is, receptors) in the Gata6lin^+^ wound cells. Then, we selected the set of ligands expressed in the surrounding Gata6lin^−^ cells that would bind the receptors. Finally, we ranked these ligand-receptor activities and selected the top predicted target genes for these ligands.

### AFM

AFM measurements were carried out using a Bioscope atomic force microscope (BioScope Resolve BioAFM, Bruker), coupled with an optical microscope (Nikon Eclipse Ti-U). Fresh-frozen skin sections of 10 μm thickness adhered to Superfrost microscope slides were used. Before measuring, the sections were washed with PBS three times to remove residual OCT. The measurements for each group (*Myc*^+*/+*^ and *Myc*^−/−^) included three HF distal and three HF proximal to the wound. A spherical nitride tip (5 μm) on a nitride cantilever with a nominal spring constant of 0.25 N m^−1^ (SAA-SPH-5UM, Bruker) was used. Before the experiment, the deflection sensitivity of the AFM cantilever was individually calibrated. For each sample, an area of 40 μm × 40 μm was selected in the upper HF conducting 24 × 24 force–extension measurements to probe the stiffness of the region. Each measurement consisted of a 10 µm ramp to a maximum trigger force of 10 nN, approached/retracted at a velocity of 10 µm s^−1^. The Young’s modulus for each probed region was calculated by fitting the force–extension curves with a Hertz model for a spherical geometry, which allows calculation of the Young’s modulus *E*, from the evolution of the force *F*, as a function of the indentation depth *δ* as:

$$F=\frac{4E{R}^{1/2}}{3(1-{\nu }^{2})}{\delta }^{3/2}$$

where *R* is the radius of the spherical tip and *ν* = 0.5 the Poisson’s ratio. Only the region between 20% and 80% of the maximum force was employed for fitting. Only curves showing a clean approach/retraction pattern were selected. Measurements on the hair shaft were discarded (Fig. 6a). Typically, ~150 measurements were included for each area.

For single-cell measurements, Gata6lin^+^ cells from the epidermis of *Myc*^+/+^ and *Myc*^−/−^ mice were isolated by FACS as described in Extended Data Fig. 1d and seeded on glass-bottom dishes (40 mm aperture, Willco Wells) coated with collagen. A total of 1.5 × 10^4^ to 2.5 × 10^4^ cells per dish were plated. Two days later, the stiffness of the individual cells was probed by AFM, using the same instrument and procedure described above. Since the tip of the cantilever was similar to the size of the cells, the stiffness of the cytoplasm/nucleus could not be independently assessed, and our measurements are an average of the cytoplasm and nucleus. Data were analyzed following the same criteria as for the tissue sections. Artefactual force–extension curves, here typically consisting of substrate measurements exhibiting unphysically stiff values, were discarded.

### RNAscope multiplex fluorescent assay

Skin sections of 10 µm from OCT cryoblocks were fixed in 4% formalin and then analyzed by RNA hybridization using the RNAscope Multiplex Fluorescent Detection Kit v2 (ACDBio, cat. no. 323100), following the manufacturer’s instructions. Probes against mouse *Lrig1* (ACDBio, reference: 310521), *Lgr5* (ACDBio, reference: 312171-C2), Cst6 (ACDBio, reference: 436181), *Lgr6* (ACDBio, reference: 404961-C3) and *Defb6* (ACDBio, reference: 430141-C2) mRNA molecules were used. Opal dyes (Akoya Biosciences) were used at a dilution of 1:1,000 for the fluorophore step to develop each channel: Opal 520 Reagent Pack (FP1487001KT), Opal 570 Reagent Pack (FP1488001KT) and Opal 650 Reagent Pack (FP1496001KT). Nuclei were counterstained with DAPI and mounted using ProLong Gold Antifade Mountant. Images were obtained using a Nikon A1R confocal microscope (Nikon) with a 20× objective and were processed using ImageJ.

### F-actin quantification

For F-actin quantification the FIJI macro TWOMBLI^38^ was used. The pipeline was developed for quantifying patterns in extracellular matrix, but it can also be applied to analyze the F-actin cytoskeleton. The macro metrics total length and lacunarity were used to analyze the F-actin network.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41556-023-01234-5.

### Supplementary information

Reporting Summary

Peer Review File

Supplementary Tables Supplementary Table 1: List of differentially expressed genes shown in Fig. 2g. Two-sided Wilcoxon rank sum test was used to determine statistical significance. Adjustments were made for multiple comparisons. Supplementary Table 2: List of differentially expressed genes shown in Extended Data Fig. 3a. Two-sided Wilcoxon rank sum test was used to determine statistical significance. Adjustments were made for multiple comparisons. Supplementary Table 3: List of primers used in this study.

### Source data

Source Data Fig. 3 Statistical source data.

Source Data Fig. 4 Statistical source data.

Source Data Fig. 5 Statistical source data.

Source Data Fig. 6 Statistical source data.

Source Data Fig. 7 Statistical source data.

Source Data Extended Data Fig./Table 1 Statistical source data.

Source Data Extended Data Fig./Table 2 Statistical source data.

Source Data Extended Data Fig./Table 3 Statistical source data.

Source Data Extended Data Fig./Table 4 Statistical source data.

Source Data Extended Data Fig./Table 5 Statistical source data.

Source Data Extended Data Fig./Table 6 Statistical source data.

## Data Availability

Sequencing data that support the findings of this study have been deposited in the Gene Expression Omnibus under the accession code GSE174857. The mouse reference genome sequence (GRCm38) was downloaded from Ensembl and used for alignment of the scRNA-seq data. All other data supporting the findings of this study are available from the corresponding author on reasonable request. Source data are provided with this paper.

# Supplementary material for: Myc-dependent dedifferentiation of Gata6+ epidermal cells resembles reversal of terminal differentiation
**Source:** Nat Cell Biol. 2023 Sep 21;25(10):1426–38. doi: 10.1038/s41556-023-01234-5
**Supplement:** Supplementary file 1 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Confocal microscopy: Nikon A1 confocal microscope, Nikon A1R confocal, Nikon A1RMP upright microscope.<br>Atomic Force Microscopy: AFM measurements were carried out using a Bioscope atomic force microscope (Bioscope resolveTM BioAFM, Bruker), coupled with an optical microscope (Nikon Eclipse Ti-U)<br>Flow cytometry: BD FACSAria II cell sorter<br>NanoZoomer 2.0RS Digital Slide Scanner (Hamamatsu Photonics K.K)<br>Sequencing: Illumina HiSeq4000 75 PE                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
| Data analysis   | Data and statistical analysis: Excel (Microsoft) (Version 2305 Build 16.0.16501.20074)<br>Data and statistical analysis: Prism (Graphpad version 9.5.1)<br>Image analysis: Fiji or Image J (NIH) (v1.53)<br>Image analysis: NPD viewer software (Hamamatsu, v2.7.43)<br>RNA-seq: Smart-seq2 sequencing data was aligned with STAR (version 2.2), using the STAR index and aligned to GRCm38 reference genome. Gene-specific counts were calculated using featureCounts function from Rsubread (version3.7) with mm10 RefSeq annotation, and analysed with Seurat version4.1.1. Marker genes of each cell cluster/state were outputted for enrichment analysis using fgsea version1.16.0 package in R. Monocle 2 v2.18.0 and Monocle 3 v0.1.3 (pseudotime/trajectory analysis). CellRank (v1.5.1) was used to asses cell dynamics. For most plots we used ggplot2 (v3.3.6).<br>Flow cytometry analysis: FlowJo software (v10.7.2) |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The single-cell RNA-sequencing data have been deposited in the Gene Expression Omnibus (GEO) under the accession code GSE174857. The mouse reference genome sequence (GRCm38) was downloaded from Ensembl ([http://ensembl.org/Mus\\_musculus](http://ensembl.org/Mus_musculus)) and used for alignment of the single-cell RNA-seq data.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

Reporting on sex and gender

N/A

Population characteristics

N/A

Recruitment

N/A

Ethics oversight

N/A

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

No statistical methods were used to predetermine sample sizes. The sample size was determined based on previous experience with preliminary experiments and previous studies ([doi.org/10.1016/j.celrep.2018.09.059](https://doi.org/10.1016/j.celrep.2018.09.059); [doi.org/10.1038/ncb3532](https://doi.org/10.1038/ncb3532); [doi.org/10.1038/s41586-020-2555-7](https://doi.org/10.1038/s41586-020-2555-7)). In accordance with local animal ethics, the experiments were designed to use the smallest number of mice needed to obtain the requested data. All n values are clearly stated in the Figure legends.

Data exclusions

No exclusion was applied

Replication

All experiments were repeated at least three independent times with independent samples, unless otherwise specified. Precise n values are stated in the Figure legends. All attempts at replication were successful.

Randomization

Based on their genotype, the mice were allocated randomly to experimental groups. There was no allocation into experimental groups in other experiments, thus randomization is not relevant beyond mouse experiments in this study.

Blinding

The investigators were not blinded to allocation during experiments and outcome assessment

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

## Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

## Antibodies used

Krt14 (1:1,000, LL002 clone, Abcam ab7800 and 1:1,000, Covance SIG-3476); Itga6 (1:200, GoH3 clone, eBioscience 14-0495-81); Myc (1:100, Abcam ab32072); Ki67 (1:50, Novus Biologicals, NB600-1252); Lrig1 (1:200, R&D Systems AF3688); Involucrin (1:500, ERL-3 clone, in-house); CD45 (1:200, 30-F11 clone, eBioscience 14-0451-82); pMLC (1:100, Cell Signaling, #3674); YAP (1:200, Cell Signaling, #14074); MAL (1:200, Proteintech, 21166-1-AP); anti-CD45 APC (1:1500, eBioscience, #17-0451-82); anti-CD49f (1:500, Itga6, Biolegend, clone GoH3, #313611). Secondary antibodies conjugated to Alexa Fluor 488 or 647 (1:500) were purchased from Invitrogen: Donkey anti-Rabbit IgG (H+L), Alexa Fluor 647, A32795; Donkey anti-Rat IgG (H+L), Alexa Fluor 647, A48272; Donkey anti-Goat IgG (H+L), Alexa Fluor 488, A48272; Goat anti-Chicken IgG (H+L), Alexa Fluor 488, A21449; Goat anti-Rabbit IgG (H+L), Alexa Fluor 488, A11034

## Validation

All antibodies were published and validated in previous studies. Validation statements can be found on the manufacturer's website.  
 Krt14. <https://www.abcam.com/cytokeratin-14-antibody-11002-ab7800.html>  
 Itga6. <https://www.thermofisher.com/antibody/product/CD49f-Integrin-alpha-6-Antibody-donkey-eBioGoH3-GoH3-Monoclonal/14-0495-82>  
 Myc. <https://www.abcam.com/c-myc-antibody-y69-ab32072.html>  
 Ki67. [https://www.novusbio.com/products/ki67-mki67-antibody-sp6\\_nb600-1252](https://www.novusbio.com/products/ki67-mki67-antibody-sp6_nb600-1252)  
 Lrig1. [https://www.rndsystems.com/products/mouse-lrig1-anti-body\\_af3688](https://www.rndsystems.com/products/mouse-lrig1-anti-body_af3688)  
 Involucrin. doi: 10.1083/jcb.200706187  
 CD45. <https://www.thermofisher.com/antibody/product/CD45-Antibody-clone-30-F11-Monoclonal/14-0451-82>  
 pMLC. <https://www.cellsignal.co.uk/products/primary-antibodies/phospho-myosin-light-chain-2-thr18-ser19-antibody/3674>  
 YAP. <https://www.cellsignal.com/products/primary-antibodies/yap-d8h1x-xp-rabbit-mab/14074>  
 MAL. <https://www.ptglab.com/products/MKL1-Antibody-21166-1-AP.htm>  
 CD45 APC. <https://www.thermofisher.com/antibody/product/CD45-Antibody-clone-30-F11-Monoclonal/17-0451-82>  
 CD49f. <https://www.biolegend.com/en-us/search-results/pe-anti-human-mouse-cd49f-antibody-4108>  
 Donkey anti-Rabbit, Alexa Fluor 647. <https://www.thermofisher.com/antibody/product/Donkey-anti-Rabbit-IgG-H-L-Highly-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A32795>  
 Donkey anti-Rat, Alexa Fluor 647, A48272. <https://www.thermofisher.com/antibody/product/Donkey-anti-Rat-IgG-H-L-Highly-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A48272>  
 Donkey anti-Goat, Alexa Fluor 488. <https://www.thermofisher.com/antibody/product/Donkey-anti-Goat-IgG-H-L-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-11055>  
 Goat anti-Chicken, Alexa Fluor 488. <https://www.thermofisher.com/antibody/product/Goat-anti-Chicken-IgY-H-L-Secondary-Antibody-Polyclonal/A-21449>  
<https://www.thermofisher.com/antibody/product/Goat-anti-Rabbit-IgG-H-L-Highly-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-11034>

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

## Cell line source(s)

- Spontaneously immortalised keratinocytes isolated from K14MycER transgenic mouse founder line 2184C.1 (doi.org/10.1016/S0960-9822(01)00154-3).  
 - 3T3-J2 cells were originally obtained from Dr. James Rheinwald (Department of Dermatology, Harvard Skin Research Centre, USA).

## Authentication

The identity of the keratinocytes isolated from K14MycER transgenic mice was validated by activation of Myc on Tamoxifen treatment. Both keratinocytes and 3T3-J2 cells grew and showed the expected morphology. No additional specific authentication was performed.

## Mycoplasma contamination

All cell stocks were routinely tested for mycoplasma contamination and found to be negative.

Commonly misidentified lines  
(See [ICLAC](#) register)

No commonly misidentified cell lines were used in the study

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                           |
|-------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Mus musculus. This study includes adult mice (8-12 weeks). The following strains were used: Rosa26-fl/STOP/fltdTomato43, CAGGS eGFP, Gata6EGFPcCreERT2, c-Myc fl/fl mice. |
| Wild animals            | No wild animals were used in this study.                                                                                                                                  |
| Reporting on sex        | Experiments were carried out with male and female mice. No gender-specific differences were observed.                                                                     |
| Field-collected samples | No field-collected samples were used in the study.                                                                                                                        |
| Ethics oversight        | All mouse procedures were subjected to local ethical approval at King's College London (UK) and performed under a UK Government Home Office (PP70/8474 or PP0313918).     |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                           |                                                                                                                                                                                                                                                                                                                                                                                                            |
|---------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | Single keratinocytes from wounded and unwounded skin of a Gata6EGFPcCreERT2 Rosa26-fl/STOP/fltdTomato43 mouse were isolated by flow sorting, and labelled with anti-CD45 and anti-CD49f (Itga6). The samples were buffered with GFP+ epidermal cells from CAGGS eGFP mice, in which GFP is expressed in all cells via the CMV-b-actin promoter. GFP+ epidermal cells were subsequently removed by sorting. |
| Instrument                | Cell sorting was performed on the BD FACSAria II cell sorter.                                                                                                                                                                                                                                                                                                                                              |
| Software                  | Data were analysed using FlowJo software.                                                                                                                                                                                                                                                                                                                                                                  |
| Cell population abundance | Sorted samples were >95% pure. A small fraction of fibroblasts was discarded from the analysis.                                                                                                                                                                                                                                                                                                            |
| Gating strategy           | Epidermal cells were gated on FSC/SSC- area and width, live (DAPI), GFP- CD45-, tdTomato+Itg6-, tdTomato+Itg6+, tdTomato-Itg6-, and tdTomato-Itg6+.                                                                                                                                                                                                                                                        |

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

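The data are Smart-seq2 libraries of single mouse keratinocytes, lin+ (tdTomato-positive progeny of *Gata6*-expressing cells) and lin- (tdTomato-negative), sorted from unwounded skin (day 0) and from wounds at days 6, 9 and 11. The series has 753 samples, single cells apart from 6 blank wells, and the 684 cells of the authors' annotation were used. They form 14 sets of 1 lineage, 1 day and, apart from day 6, 1 replicate, where a replicate is a mouse or group of mice. The labels of day 6 name no replicate, so the 2 replicates given in the paper's methods are pooled in 1 set per lineage. The paper states that unwounded skin came from mice used for days 9 and 11, and the labels do not say which, so these sets were fitted as separate. The other samples, and 304 per-sample columns of other tables, were not used. Replicate 1 is the first batch of 222 cells, and replicate 2 with day 6 is the second batch of 462 cells.

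The authors trimmed reads with Trimmomatic (version 0.27), aligned them with STAR (2.2) to GRCm38, assigned them to RefSeq genes with featureCounts and processed the table in Seurat (3.2.2 by the sample records, 4.1.1 by the paper). In the combined table the deposited values of the first batch are read counts, whole numbers equal to those of the separate table of raw counts. The deposited values of the second batch are RPKM, a step found from the values and not named in the methods. Another table of the authors holds the natural log of 1 plus 10000 times a cell's value over its total, which was checked on 556 cells and 23010 genes. Second-batch reads were recovered by multiplying RPKM by gene lengths, themselves found from cells deposited both as counts and as RPKM, and dividing by the step of 1 read: 99.99% of recovered values below 200 reads, the mean over cells with at least 200 genes, lay within 0.02 of a whole number (99.7% in the lowest cell). Of 25001 genes in the table, 19642 have values in both batches after merging 347 that carry another symbol in each, 2986 in the first batch alone and 1942 in the second alone.

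The design set before the deposited values were seen asked for edgeR on sums of counts. Since the batches differ in unit, it was replaced by limma on log2 of the mean over the cells of a set of the value scaled to the cell's total as CPM, plus 1, with a trend and moderated variances, and day 6, planned midway between the batches, was coded as second batch. Sets were scaled within a batch by the median of ratios to genes with a CPM above 5 in all of its sets, and 10645 genes with a CPM of at least 10 in at least 2 sets were tested. Comparisons of days used 1 coefficient per lineage and day with the batch as covariate (5 residual and 7.68 prior degrees of freedom). Comparisons of lineages used the mouse set as block, since lin+ and lin- cells of a mouse set came from the same skin. The labels give this pairing, and deviations of paired sets from their group, after the batch term, correlated at −0.215 to −0.00915, while sets of the same replicate number correlated at 0.241 to 0.524. The first principal component (27.8% of variance) separated the batches. There were 10 comparisons, with p values adjusted by the Benjamini-Hochberg method in each and a threshold of 0.05. A set of few cells weighs as much as a set of many.

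Gene lists, 28 by function and 14 by cell type, were tested with camera at a preset correlation between genes of 0.01, beside camera with an estimated correlation and fry. The genes named are those the paper names, in the comparison of its sentence, and in each comparison up to 10 at each end of the log2 fold changes among those that passed, with a CPM of at least 20 in the higher group and 1 direction in both replicates, leaving out genes without a symbol. On simulated data with 100 genes changed per fold, the comparison of lin+ cells at days 9 and 11 with day 0 recovered 32% at 4-fold and 75% at 8-fold, and 8.55% of its calls were false. For lineages in unwounded skin, 4.26% of calls were false.

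Shares of cells count a cell with at least 1 read as expressing a gene, and carry exact binomial intervals. They were also computed after thinning recovered reads to 500000 per cell, which 662 cells reach. A share of 0 is given with the limit that 3 cells would set, apart from that of cells with immune markers, which is given with the upper end of the exact interval. Wound cells were clustered in Seurat (5.3.0) after ComBat (sva 3.50.0) on 15229 genes, with 5000 variable genes, 15 components, 20 neighbours in the graph and a resolution of 0.5. Mixing of lineages was measured over those of 15 neighbours that came from the cell's own mouse set. It was set against 100 draws with lineage labels shuffled within mouse sets. lin+ clusters and identities are those of the deposited annotation. Correlations across cells are Spearman's, given without p.

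For the class of *Lrig1* above 1 only 3 sets hold at least 5 cells, so the comparison of *Lrig1*-positive cells was made on cells with at least 1 read, planned as an alternative. Alternatives set in advance were DESeq2 (1.42.0) on recovered reads, no filter on low values, no replicate block, cells with at least 1000 genes, each mouse set left out, each replicate left out, and other settings of clusters, classes and correlations. Added after the values were seen were edgeR (4.0.16) on recovered reads, limma on recovered reads, a pseudocount of 10, scaling to the cell total, the fit on 1 lineage, cells with at least 200 genes and scaled values for the correlation of *Lrig1* classes. Of the 684 cells, 4 have fewer than 200 genes and were kept. The results for some items among the genes and gene lists are not reported. Which cells were day 6 replicates is not stated in the paper or the sample labels. The other tools were R 4.3.3, limma 3.58.1, Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.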

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

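The explanations for *Lrig1*, for scaling and for immune cells were tested on predictions written before the test's result was seen, and the tests of other splits of the samples were chosen after it.

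*Thbs1* and *Surf2* stand out because the wound effect differed between lineages in the test of the difference itself. This effect sets all wound sets, of days 6, 9 and 11, against day 0. For *Thbs1*, lin+ minus lin- was 7.22 (log2, standard error 0.73, adjusted p = 0.0126, limma). For *Surf2* it was −6.69 (standard error 0.82, adjusted p = 0.0392, limma), and unwounded lin- cells had no read of it in 95 cells, a share of up to 3.16%, so the size of that fold has no bound. These 2 genes were the only ones of 10645 to pass, and the count was 1 without the day 6 mice, 13 without day 0 replicate 1, 246 without day 0 replicate 2 and 0 without any 1 of the day 9 or 11 replicates (limma, with 922 to 1180 genes at an unadjusted p under 0.05). It was 54 without all of replicate 1, where *Surf2* failed (−5.30), and 0 without all of replicate 2 (*Thbs1* 6.56, *Surf2* −8.31; limma, 1360 at an unadjusted p under 0.05), and DESeq2 called 1340, while limma with 10 added in place of 1 called 0.

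*Cd74* and *H2-Aa* stand out as a signal outside the genes the paper discusses: lin+ wound cells had higher levels than lin- wound cells, by 4.24 and 5.53 on the log2 scale, in 5 of 5 mouse sets. The tables argue against immune cells as the cells with *H2-Aa*. Of 26 lin+ wound cells with *H2-Aa* above 1, none had reads of at least 3 of 11 immune markers, with an upper bound of 13.2%, and 2 had reads of *Ptprc*, which encodes the CD45 used in the sort, as did 3 of the 232 other lin+ wound cells, a smaller share. The same cells had medians of 3.84 for *Krt14* and 3.25 for *Krt5* on the natural log scale, against 3.96 and 3.01 in the other lin+ wound cells. That keratinocytes of the upper follicle carry class II genes in wounds may explain it, as a hypothesis found in the same data that staining of wounds for class II protein, CD45 and KRT79 would test, and RNA taken up from immune cells or doublets with them were not tested.

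The lin+ wound cells with *Lrig1* above 1 came mostly from the first batch, 82.6% of 23 (exact 95% interval 61.2–95.0) where 28.7% of all 258 did. The difference in unit may account for much of this, since with recovered reads in both batches the share was 46.3% of 41 cells (30.7–62.6). Whether depth of sequencing contributes was not decided. With each cell thinned to 500000 reads, the first-batch share of the cells above 1 stayed at 82.6% of 23 (61.2–95.0). The deposited scale already divides each value by the cell's total, so thinning could hardly change which cells lie above 1. A biological difference between the mice of the batches stays open and was not tested.

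An inverse relation between *Lrig1* classes appeared once each gene was scaled to mean 0 over the cells compared. The r over 500 genes went from 0.612 to −0.635, and with genes selected again it was −0.673 over 1005 genes for the true labels and a median of −0.446 over a median of 328.5 genes for shuffled labels, with 0 of 100 draws as low. This centring puts the classes on opposite sides of 0, the more so the more genes differ, so it fixes the outcome and scaling cannot be told apart from an inverse relation. Scaled over all 684 cells, r over genes selected again was −0.248, with 3 of 100 draws as low, and with any read of *Lrig1* as the criterion −0.498, with 0 of 100 draws as low (lowest −0.357), on genes again chosen for differing between the classes. The classes differ in batch, time and lineage together, which may each contribute and were not separated.

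For the 28 genes called between lineages in wounds, 16 splits of the 10 wound sets part each mouse-set pair as the real one does, too few for a share under 0.05. The real split called 28 and the highest other of these 0. Of 100 drawn from all splits, most of which put both sets of some pairs on 1 side and so differ from the design, the highest other called 13.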

How the results depend on the processing

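The alternatives named with "added" were chosen after the results were seen, the others before, and for each change of a result below the cause was not tested unless the setting's construction gives it. In the order lin+ day 9 and 11, day 9, day 11 and day 6 against day 0, lin+ day 9 and 11 against day 6, lin- day 9 and 11 against day 0, lineages in unwounded skin, lineages in wounds, the difference of wound effects and *Lrig1*-positive cells, limma called 10, 0, 2, 0, 1, 20, 46, 28, 2 and 3 genes. DESeq2 called 1376, 1162, 1298, 839, 634, 1472, 2062, 725, 1340 and 879. Without a filter on low values they were 1, 4, 4, 121, 134, 5, 16, 5, 6 and 0. With no replicate block (no batch term or mouse-set pairing) they were 0 for lin+ day 9 and 11, day 11, lin+ day 9 and 11 against day 6, lin- and the difference of wound effects, 6 in unwounded skin and 4 in wounds. edgeR on recovered reads (added) gave 1, 1, 2 and 3 for lin+ day 9 and 11, day 9, day 6 and against day 6, 4 for lin-, 11 in unwounded skin, 5 in wounds and 0 for *Lrig1*-positive cells, and with day 6 midway (added) 1, 1, 1 and 4 for lin+ day 9 and 11, day 9, day 6 and lin-. limma on recovered reads (added) gave, by means and by sums, 2 and 2 for lin+ day 9 and 11, 2 and 2 for day 9, 2 and 2 for lin-, 18 and 20 in unwounded skin, 14 and 12 in wounds, 1 and 1 for the difference and 2 by means for day 6. A pseudocount of 10 (added) gave 1 for lin+ day 9 and 11, 1 for day 11, 12 for lin-, 5 in unwounded skin and 0 for the difference. The fit on lin+ sets alone (added) gave 0 for days 9 and 11 and 0 for day 11, and on lin- sets alone (added) 0. Cells with at least 1000 genes gave 1 for day 9 and 3 for lin-, and cells with at least 200 genes (added) 1 for day 6, 2 against day 6 and 4 for lin-. Scaling to the cell total (added) left each count within 1.5 times, while it moved the median log2 fold change of all genes at day 11 from 0.13 to 0.31.

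Leaving out 1 mouse set or, between lineages, 1 replicate gave 0 to 326 genes for lin+ day 9 and 11, 0 to 199 for day 9, 0 to 222 for day 11, 0 to 15 for day 6, 1 to 2 against day 6, 0 to 205 for lin-, 0 to 488 in unwounded skin, 1 to 35 in wounds, 0 to 246 for the difference and 0 to 0 for *Lrig1*-positive cells. Without the day 6 mice the counts were 11 for lin+ day 9 and 11, 17 in unwounded skin, 12 in wounds, 1 for the difference and 0 for *Lrig1*-positive cells. In each highest value of the comparisons with day 0, day 0 replicate 2 was left out, which leaves replicate 1 as the only day 0 set, assumed to vary like the other groups. Without replicate 1 the counts were 289 in unwounded skin, 33 in wounds, 54 for the difference and 0 for *Lrig1*-positive cells, and without replicate 2 they were 0, 1, 0 and 0. In comparisons of days a whole replicate left out leaves no residual degrees of freedom, so it was not run there, nor for gene lists. *Cst6* in wounds passed under all 19 alternatives, *Alox12e* in wounds and *Thbs1* in unwounded skin under all but without replicate 2 (3.01 and −7.19). Of 2629 values of named genes under alternatives, 712 lost the call and 17 gained it. Another 1895 were classed as the same, which does not mean that each kept its sign. In wounds *Krt10*, *Cenpa*, *Scd1* and *Serpinb2* were negative in the fit but positive in both replicates over days 9 and 11. The other 5 were classed as reversed. Those are, without day 0 replicate 1, *Myc* −1.12, *Id3* −1.23 and *Twf1* −0.56 in lin+ cells at days 9 and 11 (highest over the mouse sets left out 3.34, 3.72 and 2.26), and for *Rn45s*, a ribosomal RNA, against day 6, 1.51 with no replicate block and 1.30 by edgeR with day 6 midway (main −3.75). Of the gene lists, 45 results passed camera, 0 with an estimated correlation and 21 with fry.

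The lowest lin+ share of a wound cluster, 24.5%, was 39.4% with 30 components. The highest share of day 9 and 11 lin+ cells in a lin+ cluster, 53.3%, was 72.1% with graph clusters (added), 38.2% without batch correction, 72.7% with 10 components and 67.9% with 30 components or k-means. Low *Itga6* at day 0, 91.4%, was 79.6% for no read and 100% at or below 2, and cells with both *Itga6* and *Gata6* went from 6 to 0 above 1. The share of day 9 and 11 lin+ cells with *Lrig1*, 43.0% with a read, was 12.7% above 1. The r of *Lrig1* classes, 0.612, was 0.414 by Spearman, 0.784 with means and 0.703 over all expressed genes. With genes scaled (added) it reversed to −0.635 over both classes and −0.153 over 684 cells, and with a read as criterion (added) it was 0.388, reversing to −0.634 and −0.542 scaled. *Myc* with *Lrig1* in wounds, 0.262, was 0.421 in day 11 replicate 1 and 0.0970 in day 9 replicate 1. *Myc* with *Mki67* in wounds, 0.123, was 0.334 in day 11 replicate 1 and reversed to −0.0682 in day 9 replicate 2, and in unwounded skin, −0.166, it was −0.0948 after ComBat, −0.251 held at constant genes and −0.225 in replicate 2. Mixing of lineages stayed below its shuffled level under each setting. *Lrig1* above 2 left too few sets for a test. Depth limits shares of cells for genes of few reads, such as *Gata6*, and thinned shares are given beside them.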

Differences from the paper's values

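The tests with scaled genes were chosen after the values were seen, the others before. The paper tested cells as replicates, while the tests here take mouse sets.

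For unwounded lin+ cells co-expressing *Itga6* and *Gata6*, the paper's value is 1 cell and the value here 6 cells with reads of both. Of the alternatives set before the data were examined, above 1 for both (0 cells) and thinned cells (3 cells) no longer differ. For the correlation across genes of differentiating and dedifferentiating cells, the paper's R is −0.7 and the value here 0.612. Spearman (0.414), means (0.784), all expressed genes (0.703) and classes after ComBat (0.631) all differ too. These values are unscaled, and unscaled r was positive in each of 100 draws with shuffled labels and genes selected again (0.308 to 0.830). Their sign therefore cannot test an inverse relation. Scaling each gene over the cells of both classes, chosen after seeing the values, gave −0.635, and −0.634 with a read of *Lrig1* as criterion, which both come close to the paper's value. For the cells behind this correlation, the paper's n is 32 differentiating and 80 dedifferentiating cells, here 12 and 23. After ComBat they were 49 and 35, which differ as well and underlie the r of 0.631. Most of the 49 had no read of *Lrig1*. With a read as the only criterion there were 16 and 89 cells. In Supplementary Table 1, the shares of cells that can be read as decimals are all possible with 89 wound cells, and 6.78% of 59 values are with 80. For *Myc* with *Mki67* in unwounded lin+ cells, the paper's r is −0.09 and the value here −0.166. The paper's source data of Fig. 3c, correlated again, give −0.158 by Spearman and −0.0696 by Pearson for the 93 cells. After ComBat the value was −0.0948, which does not differ, and the partial value (−0.251), raw values (−0.155) and both lineages (−0.139) differ.

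In direction, the paper maps unwounded lin+ cells to the upper follicle compartments. In the deposited identities IFE-B took 48.9% and 45.7% of them, uHF-I 36.2% and 37.0%, uHF-II 2.13% and 2.17% and uHF-III 4.26% and 4.35%. Of lin- cells uHF-I took 6.38% and 4.17%. *Krt79* and *Cst6* were higher in lin+ cells (log2 fold changes of 3.31 and 3.42), so the difference between lineages runs the paper's way. The paper describes lin+ and lin- wound cells as sharing an identity. Among neighbours from a cell's own mouse set, fewer were of the other lineage than with shuffled labels in each of the 5 wound mouse sets. The paper places *Gata6* mainly in the clusters of upper follicle and unwounded cells. In the deposited clusters 27.8% of cluster 0, 24.4% of cluster 3 and 8.00% of cluster 2 had a read. Unwounded and wound cells apart, these were 39.3% and 25.0% in cluster 0, 40.0% and 18.5% in cluster 3, and 9.68% and 6.82% in cluster 2, so fewer wound cells had *Gata6*, as the paper reports. It reports higher *Itga6* and *Lrig1* at days 9 and 11, where log2 fold changes of 0.01 and 0.30 did not pass (limma) though more cells had reads. For the higher *Rac1*, *Rhoa*, *Cdc42*, *Itgb1* and *Tln1* it reports in dedifferentiating cells, the day 9 and 11 values, a wider group than the paper's, were 0.12, −0.53, −0.49, −0.17 and −0.78, none past the threshold, and *Lad1*, *Arpc4* and *Cnbp* were positive (0.82, 0.53 and 0.51). *Hspb1* and *Atf3*, which the paper reports for its cluster 1, had −0.93 and −0.37 over day 9 and 11 cells of all clusters.

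Some settings call a gene the paper names and limma on all sets does not. Without day 11 replicate 1, *Defb6* passed in unwounded skin (3.53, adjusted p = 0.0271, limma), and without replicate 1 *Defb6* passed there (4.45, adjusted p = 0.00803, limma) and *Krt23* in wounds (4.37, adjusted p = 0.0163, limma). Without day 0 replicate 2, *Cst6* passed at day 11, and at days 9 and 11 *Krt14* (2.10, adjusted p = 0.0249), *Krt6a* (3.09, adjusted p = 0.0272), *Myc*, *Id3*, *Psph*, *Dusp6*, *Pwp1* (5.15, adjusted p = 0.0280) and *Ruvbl2* (7.64, adjusted p = 0.00406) passed (limma). DESeq2 called *Gata6* in unwounded skin (9.27, adjusted p = 0.00141), *Krt23* in wounds (4.11, adjusted p = 0.0118), *Krt6b* (2.44, adjusted p = 0.00706) and *Psph* (2.81, adjusted p = 0.00101) at days 9 and 11 against day 0, and *Krt6b* against day 6 (2.89, adjusted p = 0.0408), all by Benjamini-Hochberg. These settings were set in advance.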

Other observations

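The tests reported here were planned, and the genes follow the rule set in advance, apart from *Rn45s*, named after its value was seen.

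lin- cells changed in 20 genes between unwounded skin and day 9 and 11 wounds, among them *Surf2*, *Alg3*, *Znhit2*, *Gpn3*, *Eif2b1* and *Trmt2a* besides those given here, a comparison the paper does not report. The connexin gene *Gjb2* was higher by a log2 fold change of 5.61, the lysosomal protease gene *Ctsc* by 4.82 (standard error 0.78, adjusted p = 0.0467, limma) and the tropomyosin gene *Tpm2* by 4.24. *Ch25h*, which makes 25-hydroxycholesterol, fell by 6.32 (standard error 1.06, adjusted p = 0.0490, limma), *Fcgbp* by 3.93 (standard error 0.68, adjusted p = 0.0490, limma) and *Sectm1a* by 8.55 (standard error 1.36, adjusted p = 0.0467, limma). Reads in unwounded lin- cells lay in 3 of 95 cells for *Gjb2*, 5 for *Ctsc*, 9 for *Tpm2*, 7 for *Ch25h* and 5 for *Sectm1a*, of which 1 held 88.0% of the sum, and in day 9 and 11 cells in 3 for *Ch25h* and 1 for *Sectm1a*, so these folds rest on few cells and on the value of 1 added before the log. *Malat1* fell by 2.02 (standard error 0.27, adjusted p = 0.0192, limma). Of 19 genes for basal keratins, integrins and hemidesmosomes, 18 had a negative log2 fold change (median −0.88; camera adjusted p = 0.00475; adjusted p = 0.685 with an estimated correlation). In all 16 genes were higher and 4 lower, a total of 20 that was 24 without the day 6 mice, 64 without day 0 replicate 1, 205 without day 0 replicate 2, 1 without day 11 replicate 1 and 0 without day 11 replicate 2 or either day 9 replicate (limma, with 839 to 1231 at an unadjusted p under 0.05). With the 4 cells of fewer than 200 genes left out it was 4. Of the genes given with a fold change, *Malat1* alone passed then or by edgeR, and none with no filter on low values, no replicate block or lin- sets alone in the fit.

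At day 6, class II genes of antigen presentation had a median log2 fold change of 4.25 in lin+ cells against day 0, with 0 of 6 genes past the threshold over all genes and 4 when adjusted over the list alone (camera adjusted p = 0.000157; adjusted p = 0.806 with an estimated correlation). Between day 6 and days 9 and 11 the only gene limma called in lin+ cells on filtered values was *Rn45s*, a ribosomal RNA (−3.75, standard error 0.33, adjusted p = 0.000486, limma), chosen after its value was seen, and its sign turned with no replicate block. With no filter on low values limma called 134 genes there, and on recovered reads DESeq2 634 and edgeR 3. Day 6 is 1 mouse set per lineage, whose spread is assumed to be that of the others.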
